# Retinoic Acid Exerts Disease Stage-Dependent Effects on Pristane-Induced Lupus

**DOI:** 10.3389/fimmu.2020.00408

**Published:** 2020-03-20

**Authors:** Leila Abdelhamid, Xavier Cabana-Puig, Brianna Swartwout, Jiyoung Lee, Song Li, Sha Sun, Yaqi Li, A. Catharine Ross, Thomas E. Cecere, Tanya LeRoith, Stephen R. Werre, Haifeng Wang, Christopher M. Reilly, Xin M. Luo

**Keywords:** retinoic acid, pristane-induced, lupus, stage-dependent, kidney, glomerulonephritis, gut microbiota

## Abstract

We previously showed that all-*trans*-retinoic acid (tRA), an active metabolite of vitamin A, exacerbated pre-existing autoimmunity in lupus; however, its effects before the development of autoimmunity are unknown. Here, using a pristane-induced model, we show that tRA exerts differential effects when given at the initiation vs. continuation phase of lupus. Unlike tRA treatment during active disease, pre-pristane treatment with tRA aggravated glomerulonephritis through increasing renal expression of pro-fibrotic protein laminin β1, activating bone marrow conventional dendritic cells (cDCs), and upregulating the interaction of ICAM-1 and LFA-1 in the spleen, indicating an active process of leukocyte activation and trafficking. Transcriptomic analysis revealed that prior to lupus induction, tRA significantly upregulated the expression of genes associated with cDC activation and migration. Post-pristane tRA treatment, on the other hand, did not significantly alter the severity of glomerulonephritis; rather, it exerted immunosuppressive functions of decreasing circulatory and renal deposition of autoantibodies as well as suppressing the renal expression of proinflammatory cytokines and chemokines. Together, these findings suggest that tRA differentially modulate lupus-associated kidney inflammation depending on the time of administration. Interestingly, both pre- and post-pristane treatments with tRA reversed pristane-induced leaky gut and modulated the gut microbiota in a similar fashion, suggesting a gut microbiota-independent mechanism by which tRA affects the initiation vs. continuation phase of lupus.

## Introduction

Systemic lupus erythematosus (SLE) is multi-system autoimmune disorder characterized by breakdown of self-tolerance (1, 2). The hallmarks of SLE include the generation of autoantibodies (3, 4), over-activation of inflammatory cells (5), abnormal pro-inflammatory cytokine storms (6), and the influx of autoreactive cells into different tissues including the kidney, skin, lung, heart, joints, and brain, causing severe collateral tissue damage (1). The disease manifestations are variable due to the complex pathogenesis of SLE (1). With the sometimes paradoxical outcomes of different therapeutics employed in clinical trials (7), understanding the pathogenesis of this disease and the factors contributing to its progression is a necessity for better management strategies of lupus flares.

Vitamin A (VA) has potent immunomodulatory effects that could tone the anti-inflammatory *vs*. pro-inflammatory responses under different contexts, for instance, under steady vs. immunogenic conditions (8). Notably, VA exerts its function through a predominant metabolite known as all-*trans*-retinoic acid (tRA) (9). The effects of tRA treatment in different autoimmune disorders, including type 1 diabetes, multiple sclerosis, and inflammatory bowel disease, were shown to be disease-specific (10). However, in the context of systemic immune dysregulation associated with SLE, VA exerts more complex roles. Even though retinoid treatment in combination with immunosuppressive drugs showed beneficial effects on lupus nephritis (11), previous findings from our group showed that tRA has paradoxical implications on renal inflammation vs. other tissue pathologies. tRA supplementation during active disease aggravated pathologies in non-renal tissues including skin, lungs (12), and brain (13). These findings indicate that tRA may act as an adjuvant to exacerbate the pre-existing, extrarenal inflammation in individuals genetically prone to develop lupus. Consequently, a deeper understanding of its actions is a necessity before clinical recommendations can be made concerning the use of, or avoidance of, VA supplementation in patients with SLE. Therefore, following upon our previous observations, we hypothesize that the effects of tRA on SLE are disease stage-specific. Our current study explores the effects of tRA on the initiation vs. continuation phase of lupus in genetically intact mice. We have used 2,6,10,14-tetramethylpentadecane, or commonly known as pristane, to induce lupus in Balb/c mice. Pristane is a naturally occurring hydrocarbon oil that is known to be the most effective chemical for triggering lupus-specific autoantibodies in mouse models regardless of their genetic background (14). Additionally, this model allows us to control the start of the immunogenic condition and consequently facilitates the investigations of the complex roles of tRA supplementation before and after the induction of lupus. Importantly, pristane-induced lupus confers significant homology to SLE in humans (15, 16).

Here, we show that tRA exerts disease stage-dependent effects on pristane-induced lupus. Pre-pristane tRA treatment exacerbates glomerulonephritis, whereas post-pristane tRA treatment exerts immunosuppressive effects that may dampen lupus-associated kidney inflammation.

## Materials and Methods

### Animals

Three-week-old female Balb/c mice were purchased from The Jackson Laboratory (Bar Harbor, ME) and maintained in a specific pathogen-free environment in a standard 12-h light/dark cycle and in compliance to the Institutional Animal Care and Use Committee (IACUC) at Virginia Polytechnic Institute and State University. All procedures on animals were carried out in accordance with the IACUC approved protocol number 17-123. Mice received hormone-free NIH-31 Modified 6% Mouse/Rat Diet. Food and water were provided *ad libitum*.

### Pristane Injection and tRA Dosing

For the induction of lupus, 3-month-old female Balb/c mice received a single intraperitoneal injection of 500 μl of pristane (Sigma Aldrich), which is known to induce autoantibodies and glomerulonephritis in Balb/c mice to a level similar to that in the classical lupus-prone model, MRL/lpr (17). The mock control group received injection of phosphate-buffered saline (PBS) also at 3 months of age. tRA was purchased from Sigma-Aldrich (St. Louis, MO) and handled in the dark with minimal exposure to air. For oral dosing, tRA was dissolved in canola oil (vehicle), kept in single frozen aliquots, and administered daily. To investigate the effects of tRA on lupus disease and determine if tRA-mediated effects were disease stage-dependent, four groups of mice were established by randomization. The groups included (1) the physiological/mock control that received PBS and vehicle (no pristane, *n* = 8), (2) pristane/vehicle control (*n* = 12), (3) tRA treatment before pristane induction of lupus from weaning (3 weeks) to 3 months of age (*n* = 10), and (4) tRA treatment after pristane induction of lupus from 3 to 9 months of age (*n* = 10). An oral dose of tRA of 1 mg/kg body weight (18) was given daily and adjusted according to body weight obtained biweekly (administered directly to the oral cavity by using a pipette at a volume range of 8–18 μl). This dose was six times lower than the previous dose used by our group (12). Even the higher dose of 6 mg/kg body weight did not show any effect on either serum/liver retinol or liver function enzymes (12). Therefore, we did not expect the lower dose to significantly change these levels. All mice were monitored for 6 months after pristane injection until euthanasia at 9 months of age. At the experimental endpoint, mice were humanely euthanized with CO_2_, followed by exsanguination by transcardiac blood collection according to the IACUC protocol. Total body weight as well as weights of the spleen and both renal lymph nodes (RLNs) were measured, and organ/body weight ratios were calculated. For RNA sequencing analysis of splenocytes, Balb/c mice were treated with tRA at 1 mg/kg body weight from weaning to 3 months of age. Spleens were harvested at 3 months of age and without the injection of pristane.

### Cell Isolation and Flow Cytometry

Isolation of total bone marrow cells and total splenocytes was performed as previously reported (12, 19). Cell pellets were then suspended in 1 ml 1 × red blood cell (RBC) lysis buffer (eBioscience, San Diego, CA) and incubated for 5 min at room temperature, followed by neutralization of the lysis buffer with 5 ml of C10 medium. This solution was further centrifuged and the pellets were resuspended in 5 ml of fresh C10. Our C10 medium is complete RPMI 1640 supplemented with 10% fetal bovine serum, 1 mM sodium pyruvate, 1% 100 MEM non-essential amino acids, 10 mM HEPES, 55 μM 2-mercaptoethanol, 2 mM L-glutamine, and 100 U/ml penicillin–streptomycin (all from Life Technologies, Grand Island, NY). The resulting mononuclear cells were stained for flow cytometry as we reported previously (12). For bone marrow dendritic cell analysis, the following anti-mouse monoclonal antibodies were used: CD11c-APC, CD11b-PE, CD11b-PerCp-Cy5, Siglec-H-PerCP-Cy5.5, I-E/I-A(MHC-II)-FITC (Biolegend, San Diego, CA), and Ly6C-APC-Cy7 (BD Biosciences, San Jose, CA). For analysis of splenic T-cell subsets, we used anti-mouse CD3-APC, CD4-PE-Cy7, CD8-PerCP-Cy5.5, CD44-FITC, and CD62L-APC-Cy7 (Biolegend). Stained cells were analyzed with a BD FACSAria II flow cytometer (BD Biosciences). Flow cytometry data were analyzed with FlowJo.

### Immunohistochemistry

Splenic and kidney sections were embedded in Tissue-Tek OCT Compound (Sakura Finetek) and rapidly frozen in a freezing bath of dry ice and 2-methylbutane. Frozen OCT samples were cryosectioned and unstained slides were stored at −80°C. Immunohistochemical staining procedures were performed as previously described (12, 20). For detection of ICAM1 and LFA1 in the spleen, the following monoclonal antibodies were used: anti-mouse CD3-APC, CD54(ICAM1)-FITC, and CD11/CD18(LFA1)-PE (Biolegend). For detection of renal deposition of IgG, anti-mouse IgG-FITC (eBioscience) was used. Pictures were captured with a Zeiss LSM 880 confocal microscope (Fralin Imaging Center, Virginia Tech). Integrated fluorescence density scores were calculated with the ImageJ software (National Institutes of Health, Rockville, MD).

### Isolation of Intestinal Epithelial Cells (IECs)

After the removal of fat, gut content, and Peyer's patches, the intestine was opened longitudinally, washed in ice-cold PBS, and cut into 1-cm pieces. The pieces were incubated twice in PBS with 5 μM EDTA and 1 μM DTT in a 37°C shaker for 20 min at 200 rpm. Homogenates were intensively vortexed and filtered through 100-μm filters to obtain the IEC-enriched filtrate. IEC suspensions were then centrifuged at 350 × g for 7 min at room temperature. Cell pellets were snap frozen in liquid nitrogen and stored at −80°C for RNA extraction and RT-qPCR.

### RNA Extraction and RT-qPCR

For total RNA extraction, snap-frozen kidney tissues were weighed without allowing them to thaw (whereas snap-frozen IECs were directly processed) and homogenized in Qiazol lysis reagent (Qiagen) using a bullet blender homogenizer (Next Advance, Troy, NY). Total RNA was extracted using RNeasy Plus Universal Kit (Qiagen) that also ensured gDNA elimination. All procedures were performed according to the manufacturers' instructions. Reverse transcription (RT) was performed by using iScript™ Reverse Transcription Supermix (Bio-Rad). Quantitative PCR (qPCR) was performed with PowerUp™ SYBR® Green Master mix and the ABI 7500 Fast Real-Time PCR System (Applied Biosystems). Relative quantities were calculated using the 2–ΔΔCT method. GAPDH and 18S rRNA were used as housekeeping genes for normalization of transcripts from renal and IECs, respectively. Primer sequences for mouse *Tnf*α, *Il1*β, *Il18, Ccl2* (*Mcp1*), *Ccl3* (*Mip1*), *Ccl5, Tgfb*1, *Laminin b1, Itgal*, and *Occludin* and *Claudin-2* tight junction transcripts are available in Table S1. For RNA sequencing, total RNA was extracted from isolated splenocytes using the same method as for IECs.

### RNA Sequencing Analysis

RNA sequencing was performed as previously reported (21). Briefly, all the library preps were performed according to Illumina TruSeq v2 RNA Sample Preparation protocol. Quality of total RNA and cDNA libraries were checked on an Agilent BioAnalyzer 2100 (Agilent Technologies). Samples with RNA integrity scores > 8.0 were selected for RNA-Seq library preps. The cDNA sheared to an average of 300 bp. Individually indexed cDNA libraries were sequenced on one lane of Illumina HiSeq2500 for a minimum of 60 million paired end reads. Following sequencing, data were trimmed for both adaptor and quality using a combination of ea-utils and Btrim (22, 23). Sequencing reads were aligned to the genome (Ensembl.org 38.74) using Bowtie2/Tophat2 (24, 25) and counted via HTSeq (26). Differentially expressed genes (DEGs) were determined using the Benjamini–Hochberg adjusted *P*-value (false discovery rate, or FDR < 0.1) in the R-package DESeq2. Similarly, differential exon usage were tested using DEXSeq (27). Genome expression omnibus GSE56893_RAR_RXR_regions.bed.gz (28) was used to identify tRA receptor binding sites (RAREs). The RNA sequencing data from this study are available in the NCBI SRA database and Gene Expression Omnibus (GEO) repository under accession number GSE140104.

### Microbiota Sampling and Analysis

Fecal samples were obtained at the indicated time points. All samples were stored at −80°C until they are processed. Sample homogenization and cell lysis were carried out via mixing 0.1 g of fecal samples with 0.1-mm sterile zirconia beads and further homogenization was carried out by using the bullet blender homogenizer (Next Advance). DNA extraction was performed using a phenol-chloroform method as previously reported (29). For 16S rRNA sequencing, the V4 region (ca. 252 bp) of 16S rRNA gene was PCR amplified with 515F and 12-base GoLay barcoded 806R primers (30). The purified amplicons were sequenced bidirectionally (paired-end 150 bp) on an Illumina MiSeq at Argonne National Laboratory. 16S rRNA sequencing data were analyzed as described previously (31, 32). The data are available in the NIH SRA database (PRJNA605256).

### Measurements of Renal Function

Weekly urine samples were collected by direct mouse scruff, massaging, and urine collection via a sterile pipette tip at the same time of the day. All samples were stored at −80°C until they are analyzed at the same time with a Pierce Coomassie Protein Assay Kit (Thermo Scientific). At the experimental endpoint, kidneys were harvested, fixed in 10% formalin for 24 h, paraffin embedded, sectioned, and stained with hematoxylin and eosin (H&E) at the Histopathology Laboratory at Virginia–Maryland College of Veterinary Medicine. Slides were read with an Olympus BX43 microscope. Glomerular lesions were graded on a scale of 0–3 for each of the following five categories: mesangial hypercellularity, mesangial matrix expansion, necrosis, the percentage of sclerotic glomeruli, and the presence of glomerular crescents. For categories identifying presence, 0 = absence, 1 = mild, 2 = moderate, and 3 = severe. For categories estimating percentage, 0 = less than 10%, 1 = 10% to 25%, 2 = 25% to 40%, and 3 = 40% or more. At least 50 glomeruli from each kidney were scored. Tubulointerstitial lesions were graded on a scale of 0–3 for each of the following four categories: peritubular mononuclear infiltrates, tubular damage, interstitial fibrosis, and vasculitis. All scores were graded in a blinded fashion by a certified veterinary pathologist (Dr. Cecere) based on a global semi-quantitative assessment as previously reported (33).

### ELISAs and Quantification of Endotoxin

Serum samples were obtained following whole blood collection and coagulation, and stored at −20°C. Anti-double stranded (ds)DNA IgG levels in diluted serum samples was detected following a previously reported ELISA assay (12). Briefly, the plate was coated with 0.1 mg/ml of calf thymus DNA (Sigma) in 1× saline-sodium citrate buffer and incubated at 4°C overnight, followed by washing with PBS containing 0.05% Tween-20 (PBS-T). Wells were then blocked with PBS containing 1% BSA for 1 h at room temperature. Samples were added and incubated for 1 h at room temperature. After additional washes in PBS-T, horseradish peroxidase-conjugated goat anti-mouse IgG-Fc secondary antibody (Bethyl Laboratories, Montgomery, TX) was added and incubated for 1 h at room temperature, followed by further washing. 3,3′,5,5′-Tetramethylbenzidine (TMB) substrate (Biolegend) was then added, and the reaction was stopped by adding 2N H_2_SO_4_ stop solution. The plate was read at 450 nm using SpectraMax plate reader (Molecular Devices, Sunnyvale, CA). Total IgG levels were determined using a mouse IgG ELISA kit (Bethyl Laboratories) according to the manufacturer's instructions. Serum endotoxin (lipopolysaccharide, or LPS) level was measured using Pierce LAL Chromogenic Endotoxin Quantitation Kit (Thermo Scientific) following the manufacturer's procedures.

### Quantification of Retinol/VA

For serum retinol/VA quantification, an aliquot (45–60 μl) of serum sample was pipetted in 100% pure ethanol, and incubated at room temperature for an hour. Then, samples were saponified during a 30-min water bath process after addition of pyrogallol and potassium hydroxide. Hexanes and water were then added to each sample after saponification for retinol extraction. After sufficient vortexing, samples were centrifuged, an aliquot of hexane upper phase was transferred into a vial, and a known amount of trimethylmethoxyphenyl-retinol (TMMP), serving as internal standard, was added to each vial. The hexane extract in each vial was dried under a stream of nitrogen and reconstituted in 100 μl methanol for Ultra Performance Liquid Chromatography (UPLC) analysis. A C-18 column, with methanol:water (92.5:7.5, 0.6 ml/min) used as the mobile phase, was applied in the UPLC system, while peaks were detected by UV absorbance at 325 nm. Retinol mass was determined based on the ratio of the integrated areas of the TMMP and retinol peaks, and the known amount of the added TMMP standard. For analysis of tissue VA content, 0.05 g of frozen liver samples were weighed and homogenized with 100% pure ethanol. The subsequent steps were the same as described in the serum analysis above.

### Statistical Analysis

One-way ANOVA followed by Dunnett's posttest was employed for the comparisons between tRA-treated groups and the pristane-only control. For analysis involving the physiological/mock control (no pristane), one-way ANOVA followed by Tukey's posttest was performed. Data are shown as mean ± standard error of the mean. Significant differences were shown as ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, ^****^P < 0.0001. Spearman correlation analysis was performed to determine correlations between immunological changes and the disease phenotype. All analyses were performed with Prism GraphPad.

## Results

### Progressive Glomerulonephritis With tRA Pre-treatment in Pristane-Induced Lupus

tRA treatment of lupus-prone MRL/lpr mice showed paradoxical effects on renal inflammation vs. other tissue pathologies including inflammation of the skin, lungs (12), and neuroinflammation (13), suggesting that tRA can expand the pre-existing immunogenic environment in extrarenal organs in genetically prone lupus. In this study, we further hypothesized that the effects of tRA on lupus disease were disease stage-dependent. We explored the roles of tRA during different stages of the disease, namely, before and after the initiation of lupus using the pristane-induced lupus model. Compared to mock-control (PBS-treated) Balb/c mice, a single intraperitoneal injection of pristane induced significant splenomegaly in all mice (Figure S1A) and detectable enlargement of RLNs in 42% of the treated mice (Figure S1B). Pristane-treated mice also showed significantly reduced body weights (Figure S1C) with significant reduction of serum (Figure S1D) and liver (Figure S1E) retinol/VA levels. Pristane-induced renal inflammation was limited to the glomeruli that could be classified as ISN/RPS Class II—mesangial proliferative lupus nephritis (34). This was indicated by significantly increased overall glomerular scores shown as the sum of mesangial hypercellularity and mesangial matrix formation scores (Figure S1F) with no significant changes in tubulointerstitial lesions (Figure S1G).

Oral doses of tRA (1 mg/kg body weight) vs. vehicle control were given daily, from 3 weeks of age to the time of lupus induction at 3 months (tRA pre-treatment), or from 3 months to the experimental endpoint at 6 months post lupus induction (tRA post-treatment). Whereas no significant difference was found to distinguish pristane/tRA-treated groups from pristane alone (Figure 1A), severe renal lesions were only observed in tRA-pre-treated mice, where 20% of mice showed glomerular scores of 5 (the sum of mesangial matrix expansion and hypercellularity scores). Consistent with this, compared to mild proteinuria levels in pristane alone or pristane/tRA-post-treated mice, the pre-treatment of tRA aggravated the severity of glomerulonephritis with significantly increased proteinuria levels over pristane alone (Figure 1B). Moreover, the combination of pristane and pre-treatment with tRA induced detectable enlargement of RLNs in 50% of pre-treated mice compared to only 20% in post-treated mice (Figure S1B). Importantly, compared to the pristane control, only the tRA pre-treatment showed a significant increase in the renal expression of the pro-fibrotic molecule laminin β1 extracellular matrix protein transcript (Figure 1C), which is known to contribute to mesangial proliferative nephritis (35). Meanwhile, an upregulated renal expression of TGFβ1, a major pro-fibrotic mediator (36, 37), was observed with pristane alone and the combination of pristane and pre-treatment with tRA compared to the physiological/mock control (Figure S1H). These findings suggest that tRA supplementation before the establishment of immunogenic changes of lupus could aggravate the initiation of glomerulonephritis while the post-treatment with tRA did not significantly change the renal disease induced by pristane.

**Figure 1:**
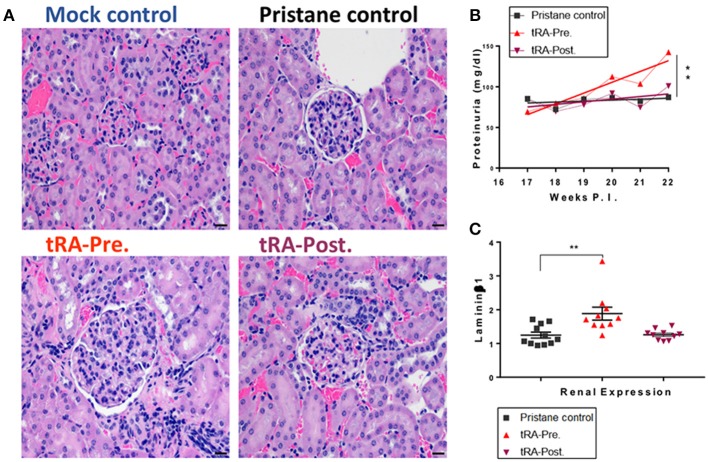
Progressive glomerulonephritis with tRA pre-treatment in pristane-induced lupus. SLE-like disease was assessed 6 months after pristane injection and upon oral administration of tRA either before (tRA-Pre.) or after (tRA-Post.) pristane induction of lupus (*n* ≥ 10 mice per group). **(A)** Representative micrographs for H&E-stained kidney sections at 20×. **(B)** Levels of proteinuria over time. Linear regression analysis was employed to determine the slope deviation from zero. **(C)** Relative mRNA expression of matrix protein Laminin β1 in the kidney after normalization to that of GAPDH. Significant differences were shown as **p < 0.01.

### Enhancement of Systemic Inflammation by tRA Pre-treatment in Pristane-Induced Lupus

To better understand the mechanism by which the pre-treatment with tRA, but not the post-treatment, exacerbated pristane-induced glomerulonephritis, we investigated how tRA treatments at different disease stages affected immune cell populations in lymphoid organs. Cellular regulation is critical for the pathogenesis of chronic inflammation in pristane-induced lupus (38, 39). tRA is known to paradoxically modulate immune cells to either sustain homeostasis under steady states (40) or promote inflammatory responses in an immunogenic environment (41). Flow cytometry staining of bone marrow cells showed that compared to pristane alone, tRA supplementation either pre- or post-induction of lupus significantly induced the expansion of CD11b^+^ (Figure 2A) and CD11b^−^ (Figure 2B) subsets of conventional dendritic cells (cDCs) gated as B220^−^ Siglec-H^−^ in CD11c^+^ myeloid cells. However, for the inflammatory marker Ly6C, only tRA pre-treatment, but not tRA post-treatment, significantly induced the inflammatory phenotype of CD11b^+^ and CD11b^−^ cDCs compared to pristane alone (Figures 2C,D). Similarly, tRA pre-treatment significantly upregulated the activation marker MHC-II on both cDC subsets compared to pristane alone, whereas the post-treatment only increased MHC-II expression on CD11b^+^ cDCs (Figures 2E,F). This suggests that the combination of pristane and tRA pre-treatment may target cDCs in the bone marrow to facilitate glomerulonephritis. This notion is supported by our previous report that activated cDCs from the bone marrow can migrate to the kidney to promote glomerulonephritis in MRL/lpr mice (42). Interestingly, both tRA pre- and post-treatments upon pristane injection significantly expanded the monocytic myeloid-derived suppressor cells (MDSCs) gated as Ly6C^low/intermediate^ CD11b^+^CD11c^−^ compared to pristane alone (Figure S2A). In contrast, a significant reduction of plasmacytoid DCs (pDCs), another subset of DCs known to promote the pristane-induced systemic inflammation (43), was observed for both tRA pre- and post-treatments (Figures S2B,C). This suggests that neither MDSCs nor pDCs may be involved in the differential disease phenotypes seen with tRA pre-treatment vs. tRA post-treatment.

**Figure 2:**
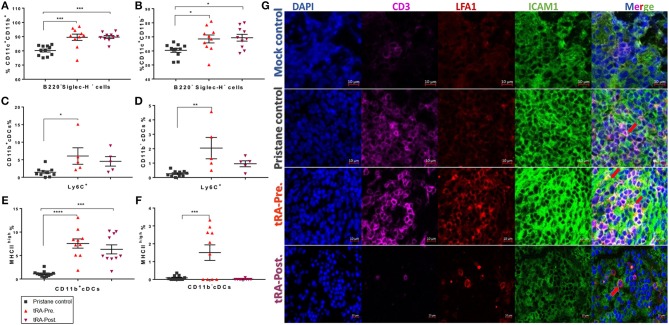
Enhancement of systemic inflammation by tRA pre-treatment in pristane-induced lupus. **(A,B)** The percentages of bone marrow cDC subsets determined by flow cytometry at the experimental endpoint (6 months post induction of lupus) are shown. Expansion of CD11b^+^ **(A)** and CD11b^−^ **(B)** cDCs. **(C,D)** Upregulation of the inflammatory marker Ly6C on CD11b^+^ **(C)** and CD11b^−^ **(D)** subsets of cDCs. **(E,F)** Percentage of MHC-II^high^ cells on CD11b^+^ **(E)** and CD11b^−^ **(F)** cDCs. **(G)** Immunohistochemical stains of splenic sections showing the infiltration of T cells (CD3, purple) and the expression of CD11/CD18 (or LFA1, red) and CD54 (or ICAM1, green). Pictures were captured with a Zeiss LSM 880 confocal microscope (red arrows indicate the interaction between LFA1 and ICAM1). Significant differences were shown as *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

We also analyzed the spleen and observed a reduced percentage of CD62L^+^CD44^−^ naïve T cells along with an increased percentage of CD62L^−^CD44^+^ effector memory T cells (T_EM_ cells) in the tRA pre-treated group (Figure S2D), which were trending but not statistically significant. This suggests a potential effect of tRA pre-treatment in promoting splenic T-cell activation. Notably, a possible interaction between intercellular adhesion molecule 1 (ICAM1)-expressing endothelial cells and leukocyte function-associated antigen 1 (LFA1)-expressing lymphocytes was observed for the tRA pre-treated group in immunohistochemically stained splenic sections (Figure 2G and Figure S2E), indicating an active process of leukocyte activation and trafficking. These findings suggest that pre-treatment with tRA can enhance pristane-induced systemic inflammation by activating cDCs in the bone marrow and T cells in the spleen. These activated cells may migrate to the kidney and contribute to renal inflammation leading to aggravated glomerulonephritis.

### DEGs Induced by tRA Pre-treatment

tRA modulates the differentiation and functional decisions of immune cells through transcriptional regulation (44, 45). Since the adverse effect of tRA pre-treatment on renal inflammation may be explained by the induction of activated cDCs (Figure 2) that we had previously shown to migrate to the kidney to provoke renal pathology (42), we were interested in identifying candidate genes and transcripts induced by tRA that were associated with cDC activation. Balb/c mice received oral tRA from weaning till euthanasia at 3 months of age without further injection of pristane. 

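Total splenocytes of 8 female Balb/c mice were sequenced, 4 that received tRA, the active metabolite of vitamin A, and 4 that received the vehicle, canola oil. Dosing began at 3 weeks of age and the spleens were harvested at 3 months of age, without pristane. The paper gives a daily dose of 1 mg/kg body weight for the tRA mice and vehicle alone for the control mice, whereas the sample labels give 1 mg/kg of tRA for all 8. The grouping follows the paper. The authors trimmed the paired-end reads, aligned them to the mouse genome with Bowtie2 and Tophat2, counted them on genes with HTSeq, and deposited the counts for 51826 Ensembl genes without normalization. The paper's text does not name whether the counting used the strand. The paper states a minimum of 60 M paired-end reads, while the values here rest on the counts on genes, which totaled between 30919272 and 37539631 per mouse with vehicle (median 33879268) and between 31810417 and 35165876 with tRA (median 32899174.5). Every pair of mice within a group differed by more than the sampling noise, with a chi-square per degree of freedom over genes from 14.1 to 72.6. Library sizes were normalized by the TMM method, genes with low counts were removed by the filterByExpr function of edgeR, and the remaining 16484 genes were compared between tRA and vehicle by edgeR's quasi-likelihood test. Levels are given as CPM, the counts scaled to a common library size. Fold changes are tRA over vehicle on the log2 scale, and gene positions are those of GRCm38 in GENCODE M21. The standard error of a fold change was calculated back from the fold change and its p-value, so that it adds no separate measure of precision. The filter on low counts and the choice of the test change the number of DEGs.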

RNA sequencing was performed on the total splenocytes harvested from these mice. 

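Between the 4 tRA mice and the 4 vehicle mice, 0 of the genes tested had an FDR under 0.1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lowest FDR was 0.135, for Camp, a gene singled out after its values were seen. At an unadjusted p under 0.05 there were 1070 genes, or 6.49% of those tested, where chance gives 5% for independent genes. Of the 35 splits of the 8 mice into groups of 4, 8 gave at least that many, the real split included. The excess over 5% thus does not set the real split apart. The biological coefficient of variation between mice was 0.152. Among the alternatives fitted with edgeR, the one that moved the count most was the mean expression of neutrophil precursor granule genes as a covariate, with 70 DEGs. This mean, centred, lay between 0.15 and 0.56 with vehicle and between -0.93 and 0.052 with tRA. The covariate thus separated the groups completely, and values adjusted for it, here and below, are confounded with the treatment. DESeq2, the package that the paper names, gave 27 DEGs, of which 24 were protein coding, and 551 without tRA replicate 1, a setting chosen after seeing the data. Without tRA replicate 4, edgeR gave 3 DEGs, Camp, Ngp and Ltf.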

Our chosen dose of tRA (1 mg/kg body weight) changed the expression of 42 coding genes with an FDR of <0.1 (Figure 3). Of these DEGs, 20 were upregulated and 22 were downregulated. 

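The genes of Figure 3 were read from the heatmap, and all 42 were among the genes tested. The 20 genes shown as upregulated all had a positive log2 fold change, from 0.23 to 1.41 with a median of 0.40. The 22 genes shown as downregulated all had a negative one, from -0.23 to -1.23 with a median of -0.54. For 36 of the 42 genes, the 4 tRA mice all lay on one side of the 4 vehicle mice. By edgeR's quasi-likelihood test, 0 of the 42 genes had an FDR under 0.1 over all genes tested, 42 had an unadjusted p under 0.05, and 42 had an FDR under 0.1 adjusted over the list alone. As the study chose the list on these mice, the directions, the separation of the groups and these p-values are not independent evidence. DESeq2 called 24 of the 42 genes, and its DEGs comprised 13 that rose and 14 that fell. Run on protein-coding genes only, a setting chosen after seeing the values, DESeq2 called 41 genes, of which 40 are in Figure 3. In the authors' deposited table, 6 genes had an adjusted p under 0.1, 5 of which rose and 1 fell, and all 6 are in Figure 3. That table gives a mean above 0 to 728 genes with 0 counts in all 8 libraries. It thus cannot rest on these counts alone, and which libraries entered it is not known.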

When the FDR cutoff was set at 0.05, only 12 upregulated DEGs and 6 downregulated DEGs were identified. 

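At an FDR under 0.05, edgeR's quasi-likelihood test gave 0 DEGs, against 1070 genes at an unadjusted p under 0.05. DESeq2 gave 17, among them 8 protein-coding genes that rose and 6 that fell. Without a filter on low counts, edgeR gave 4. In the authors' deposited table, 5 genes had an adjusted p under 0.05.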

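Table S2 lists the closest RAREs for 19 distinct genes, and the distance from each gene to the nearest of them was computed from its coordinates. The table does not name its genome build, and its gene starts equal those of GRCm38 for 0 of the 19 genes. The 34 RAREs are intervals of 500 bp. For 3 genes, Rfx2, Arl4c and Banp, a RARE overlaps the listed gene. The median distance from the listed gene was 58622 bp and the largest was 434181 bp, for Tnfrsf26. A RARE is listed within 1 kb of 3 genes, within 10 kb of 5 and within 100 kb of 12. Measured from the start of transcription, 1 gene has a RARE within 1 kb, 4 within 10 kb and 11 within 100 kb. The nearest RARE is 129071 bp from S1pr1 and 265769 bp from Alcam. In the splenocytes, 13 of the 19 genes had a positive log2 fold change and 6 a negative one.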

All these genes were found to possess at least one putative RARE in their promoters (Table S2), indicating that they are direct targets of tRA-mediated regulation (46).

**Figure 3:**
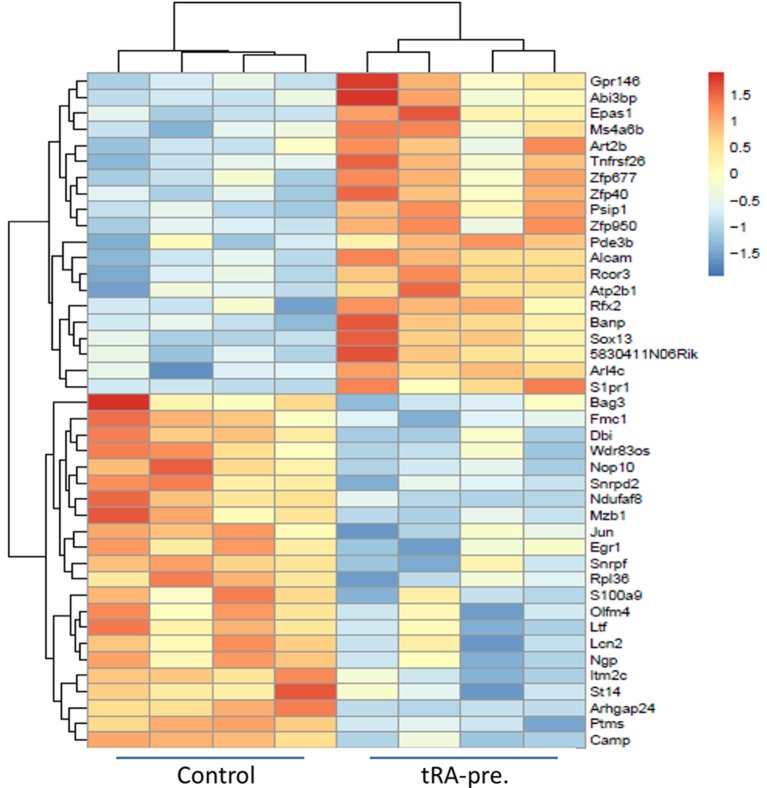
Differentially expressed genes induced by tRA pre-treatment. RNA sequencing (*n* = 4 mice per group) was performed on total splenocytes harvested from Balb/c mice at 3 months of age following daily oral dosing of vehicle or tRA (no pristane). A heatmap with a cutoff FDR of <0.1 is shown. Red, upregulation; blue, downregulation.

The observed changes on the transcript level provided further explanation to the inflammatory changes that we noted with tRA pre-treatment. 

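Cd163 (ENSMUSG00000008845) lies on chromosome 6 from 124304656 to 124330527 and was expressed at 14.6 ± 2.72 CPM (SD, n = 4) with vehicle and 14.5 ± 6.48 (SD, n = 4) with tRA, a log2 fold change of -0.0113 (standard error 0.310, FDR 0.995 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.12 without control replicate 2, 0.26 without tRA replicate 1 and 0.95 with the neutrophil precursor covariate. Cd5 (ENSMUSG00000024669) lies on chromosome 19 from 10717116 to 10739002 and was expressed at 146.5 ± 16.6 CPM (SD, n = 4) with vehicle and 162 ± 8.23 (SD, n = 4) with tRA, a log2 fold change of 0.14 (standard error 0.0847, FDR 0.792 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Cd5 the value was 0.077 without control replicate 1, 0.21 without control replicate 4 and 0.29 with the covariate. Both differences were within the spread between mice (exact permutation test, two-sided, p = 0.886 for Cd163 and 0.171 for Cd5). Of 10 inflammatory cDC2 genes, 3 rose and 7 fell, with a median log2 fold change of -0.068 (FDR 0.0764 over 22 gene lists, camera test with a preset correlation). The median was -0.016 without control replicate 2, -0.11 without control replicate 4, -0.21 without tRA replicate 3 and 0.19 with the covariate. The FDR was 0.0245 with DESeq2, 0.0384 with no filter on low counts, 0.0465 under the length and GC offset, 0.00746 without control replicate 1 and 0.0416, 0.0361 and 0.00189 without tRA replicates 2, 3 and 4, and over all alternatives it ranged from 0.00189 to 0.538. Of these genes, 4 also stand in the lists of other cell types and 1 is in Figure 3, and the most abundant, S100a9, went from 283 to 189 CPM. Of 10 cDC2 genes, 6 rose and 4 fell, with a median of 0.0062 (FDR 0.894), which was 0.14 with the covariate, 0.010 without tRA replicate 4 and negative without control replicate 3 (-0.042) and in 4 of the other fits that left out a mouse. Total splenocytes were measured, in which cDCs were not separated from other cells.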

Based on the transcriptomic signature, we found that our splenic cell populations were similar to CD5^−^CD163^+^ inflammatory cDC2, a population that was shown by high-dimensional single-cell protein and RNA expression analyses to expand in human SLE patients (47). Among the significantly upregulated DEGs following tRA treatment, we identified endothelial PAS domain-containing protein 1 (*Epas1*) (48) and ADP ribosylation factor like GTPase 4C (*Arl4c*) (49) that were associated with enhanced functional potential of cDC2 (47). In particular, *Epas1* is a known regulator of IL-31 (50) and IL-31 signaling in activated cDCs augments their inflammatory potential (51).

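Epas1 (ENSMUSG00000024140) lies on chromosome 17 from 86753700 to 86833410 and overlaps AC096777.1 on the same strand. Its level was 4.35 ± 0.330 CPM (SD, n = 4) with vehicle and 6.18 ± 0.684 (SD, n = 4) with tRA, a log2 fold change of 0.51 (standard error 0.131, FDR 0.757 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Arl4c (ENSMUSG00000049866) lies on chromosome 1 from 88673125 to 88702221, and its level was 211 ± 17.5 CPM (SD, n = 4) with vehicle and 260 ± 8.48 (SD, n = 4) with tRA, a log2 fold change of 0.30 (standard error 0.0725, FDR 0.757 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For each gene the 4 tRA mice were above the 4 vehicle mice (exact permutation test, two-sided, p = 0.0286, the smallest that 4 mice against 4 allow, and 0.0286 after adjustment over the 4 genes named in the paper). As the study chose these genes on the same mice, this separation is not independent evidence. With each mouse left out in turn, the log2 fold change stayed between 0.43 and 0.55 for Epas1 and between 0.25 and 0.34 for Arl4c. With the neutrophil precursor covariate, the log2 fold change was 0.78 for Epas1 and 0.31 for Arl4c. DESeq2 gave an FDR of 0.0750 for Arl4c, within a range over all alternatives from 0.0750 to 0.999. Its FDR for Epas1 was 0.121, within a range from 0.121 to 0.999.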

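Alcam (ENSMUSG00000022636) lies on chromosome 16 from 52248996 to 52454074 and was expressed at 29.3 ± 1.48 CPM (SD, n = 4) with vehicle and 38.9 ± 0.858 (SD, n = 4) with tRA, a log2 fold change of 0.41 (standard error 0.0664, FDR 0.634 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). S1pr1 (ENSMUSG00000045092) lies on chromosome 3 from 115710433 to 115715072 and was expressed at 358 ± 12.2 CPM (SD, n = 4) with vehicle and 444 ± 35.5 (SD, n = 4) with tRA, a log2 fold change of 0.31 (standard error 0.0744, FDR 0.757 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each tRA mouse exceeded each vehicle mouse for both genes, which were chosen on these mice, although neither passed the adjustment over all genes tested. Leaving out each mouse in turn gave log2 fold changes from 0.38 to 0.44 for Alcam and from 0.27 to 0.37 for S1pr1. DESeq2 called both genes, with an FDR of 0.000357 for Alcam and 0.0469 for S1pr1. Over all alternatives the FDR reached 0.938 for each.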

Other upregulated DEGs in our study included activated leukocyte cell adhesion molecule (*Alcam*) and a G protein-coupled receptor gene, sphingosine-1-phosphate receptor 1 (*S1pr1*). *Alcam* is required for cDC migration via afferent lymphatics, and its blockade through high-affinity antibodies induces cDC retention and alleviates cDC-induced allogenic responses (52). Further, since migratory cDCs can activate T cells through a stable immunological synapse (53), the upregulated *Alcam* level may explain the increase of T_EM_ cells vs. naïve T-cell populations following pre-treatment with tRA. *S1pr1*, on the other hand, is involved in both cDC functions and autoimmunity. The interaction between S1PR1 and its ligand S1P is known to regulate cDC activities (54), where the downstream signaling modulates various cDC functions including antigen capture, cytokine production (55), and cDC migration (56, 57). Importantly, this interaction has been shown to contribute to the pathogenesis of autoimmune diseases (58). Strategies that target this signaling pathway have been shown to ameliorate not only nephritis (59) but also systemic autoimmunity in lupus mice (60).

Collectively, these results suggest that pre-treatment with tRA potentiate pristane-induced immunogenic changes through transcriptional regulation of multiple genes (e.g., *Epas1, Arl4c, Alcam, S1pr1*) involved in cDC activation and migration, which have been shown to greatly contribute to the pathogenic role of cDCs in glomerulonephritis (61–63).

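A list of cDC activation and migration genes, among them Ccr7, Cd40, Cd86 and MHC class II genes, was tested as a whole. As total splenocytes were measured, a change in this list or in the pan-cDC list cannot be assigned to cDCs. Of its 17 genes tested, 3 rose and 14 fell, with a median log2 fold change of -0.16 (FDR 0.00107, camera test). Without control replicate 4 the median was -0.081. It was -0.078 under the length and GC offset and -0.35 with the neutrophil precursor covariate, and the FDR ranged from 8.03e-06 to 0.106 over all alternatives. The most abundant of the genes, Cd74, went from 6937 to 6208 CPM, and 1 of them stands in another list. The FDR was 0.106 with a correlation estimated from the data and 0.0695 by fry, and the mean over the list gave p = 0.0571 in an exact permutation test of the mice (two-sided). H2-Aa had a log2 fold change of -0.25 and H2-Ab1 of -0.17, and for both genes the groups overlapped. Under the offset the value for H2-Ab1 was -0.059, and with the covariate the values were -0.61 for H2-Aa and -0.43 for H2-Ab1. Of 10 pan-cDC genes, 5 rose and 5 fell, with a median of 0.019 (FDR 0.450, camera test), which became 0.21 with the covariate, 0.094 without control replicate 4 and -0.037 without tRA replicate 3, and was negative in 3 of the other fits that left out a mouse.

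**Figure D1:**
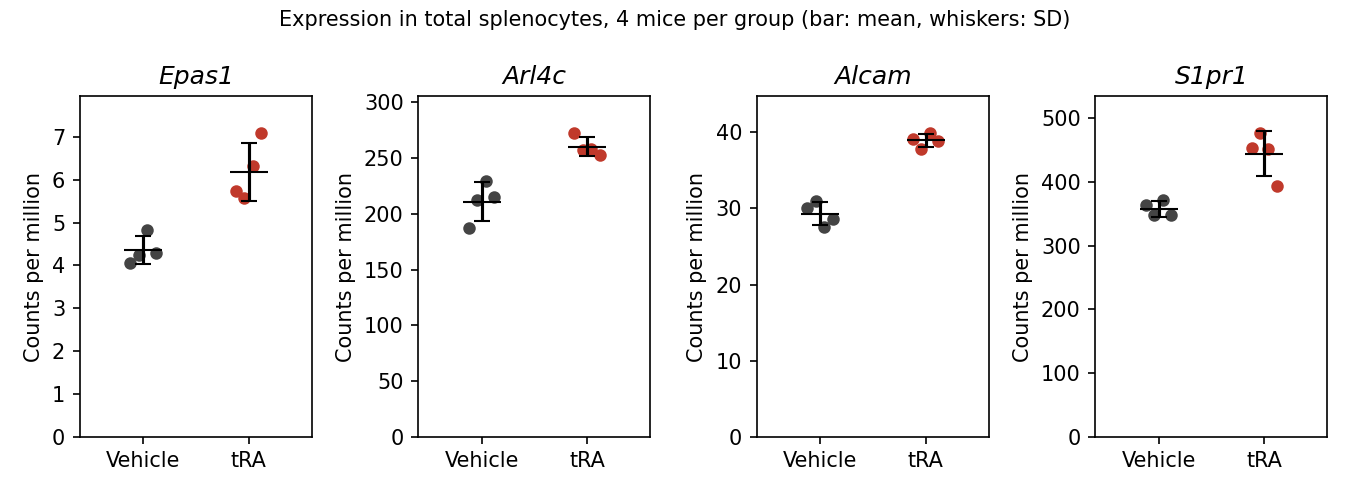
Levels in CPM of Epas1, Arl4c, Alcam and S1pr1 in total splenocytes on axes that start at 0, with 1 point per mouse (vehicle grey, tRA red, 4 mice each), the mean as a horizontal bar and the SD as whiskers. For each gene the 4 tRA mice lie above the 4 vehicle mice.

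From the rise of Epas1, Arl4c, Alcam and S1pr1 and the roles that earlier work gives these genes in cDC activation and migration, the paper proposes that tRA pre-treatment acts on the pristane-induced changes through their transcriptional regulation.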

### Immunosuppressive Functions of tRA Post-treatment in Pristane-Induced Lupus

While tRA supplementation after pristane induction did not change the severity of renal disease in our study (Figure 1), previous studies from other investigators had shown beneficial effects of tRA after the onset of glomerulonephritis (33, 64). We thus expanded our investigation to determine whether tRA post-treatment could play an immunosuppressive role in pristane-induced lupus. Since circulatory autoantibodies could provoke renal pathology through their deposition into the kidney (65), we tested serum autoantibody levels and renal deposition of IgG. Consistent with previous reports where tRA supplementation during active disease was protective in genetically prone lupus nephritis mouse models, we detected a significantly lower level of anti-dsDNA autoantibodies in the serum as well as its ratio to total IgG with tRA post-treatment compared to pristane alone (Figure 4A). There was a moderate correlation between autoantibody levels and glomerular pathology (Figure 4B), suggesting that a lower level of circulatory autoantibodies with tRA post-treatment may have benefited renal health even though the disease phenotype was unchanged. In support of this, we observed a moderate reduction of IgG deposition in the kidney with tRA post-treatment (Figure 4C and Figure S3).

**Figure 4:**
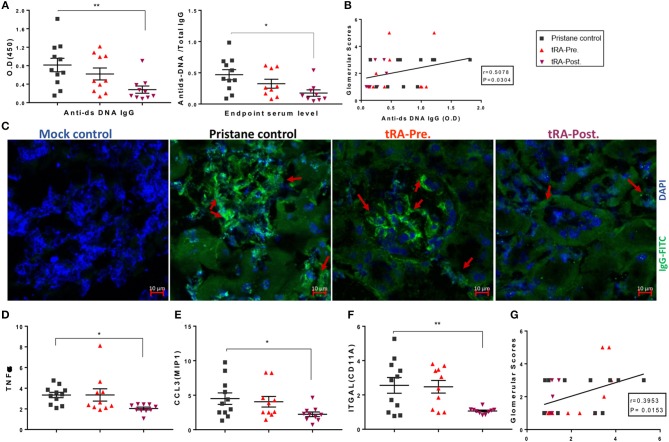
Immunosuppressive functions of tRA post-treatment in pristane-induced lupus. **(A)** Serum levels of anti-dsDNA IgG antibodies and their ratios to total IgG antibodies at 6 months post pristane injection as determined with ELISA. **(B)** Correlation between autoantibody levels and glomerular pathological scores as determined with Spearman correlation analysis. **(C)** IgG deposition in the kidney as determined with immunohistochemical staining using an anti-IgG monoclonal antibody (green) and DAPI (blue). Red arrows indicate IgG deposition. **(D–F)** Renal transcript levels of *Tnf*α **(D)**, *Ccl3*/*Mip1* **(E)**, and *Itgal* subunit of LFA1 **(F)** as determined with RT-qPCR. **(G)** Correlation between renal *Itgal* expression and glomerular pathological scores. Significant differences were shown as *p < 0.05, **p < 0.01.

Aberrant regulation of different cytokines could lead to abnormal cell activation, tissue infiltration of activated cells, and subsequent collateral damage associated with SLE (6, 66). Therefore, we determined the renal expression of several key pro-inflammatory cytokines and chemokines known for their roles in modulating leukocyte activation and migration. Compared to the mock control (data not shown), we found that in the renal tissue, both pristane alone and the combination of pristane and tRA pre-treatment upregulated a number of pro-inflammatory cytokines, whereas the combination of pristane and post-treatment with tRA downregulated the tested pro-inflammatory transcripts to levels similar to the physiological control. More importantly, compared to the pristane-alone control, significant reductions in the renal expression of TNFα (Figure 4D) and macrophage inflammatory protein 1-alpha (or CCL3; Figure 4E) were observed following tRA post-treatment but not the pre-treatment. The level of renal TNFα, in particular, was positively correlated with glomerular pathology (Figure S4A), suggesting that the downregulation of renal TNFα with tRA post-treatment might have reduced glomerular damage. In addition, we observed trending reductions in the levels of monocyte chemoattractant protein 1 (or CCL2; Figure S4B), RANTES (or CCL5; Figure S4C), and inflammatory cytokines of IL-1 family including IL-18 (Figure S4D) and IL-1β (Figures S4E,F) with tRA post-treatment. In contrast, these levels were slightly increased with tRA pre-treatment. Moreover, pristane-induced upregulation of the renal expression of the alpha subunit of LFA1, integrin αL (ITGAL), was significantly reduced with tRA post-treatment compared to pristane alone (Figure 4F). The renal level of ITGAL was positively correlated with glomerular pathology (Figure 4G), suggesting that tRA post-treatment may have protected against glomerulonephritis even though the benefit was not obvious. Together, these results suggest that tRA treatment after the onset of glomerulonephritis exert immunosuppressive functions as previously reported (33, 64).

### tRA-Induced Microbiota Changes in Pristane-Induced Lupus

The change of gut microbiota could be a driving force for SLE especially under genetically prone conditions (20, 31, 67). However, whether gut dysbiosis could develop in environmentally driven lupus like the pristane-induced model and whether it would contribute to lupus pathogenesis in this model remain unclear. Therefore, we utilized 16S rRNA sequencing to characterize the changes of gut microbiota following pristane injection and upon the supplementation of tRA at different stages of the disease. Compared to the physiological/mock control, as early as 2 weeks post lupus induction, pristane injection triggered a significant reduction of the relative abundance of beneficial bacteria in the order *Lactobacillales*, genus *Lactobacillus* (Figure 5A), and on the species level, a reduced relative abundance of *Lactobacillus gasseri* (Table S3). Meanwhile, the injection of pristane transiently induced a significant increase of the order *Bacterodiales* at 2 weeks (Figure 5B) and significantly enriched the relative abundance of the genus *Ruminococcus* at 4 weeks post pristane injection (Figure S5A). More importantly, pristane injection significantly increased serum endotoxin levels at 2 weeks post pristane injection (Figure 5C). Similarly, it significantly reduced the transcript level of the barrier-forming tight junction protein *Occludin* (Figure 5D) and induced a moderate increase in the expression of the pore-forming tight junction protein transcript claudin-2 (*Cldn2*) (Figure S5B) in the IECs as observed at 6 months post induction. These observations indicate that pristane was able to recapitulate a phenotype similar to a leaky gut described in genetically prone models of SLE (10, 20), further supporting the leaky gut as a danger signal for autoimmunity even in the absence of genetic predisposition.

**Figure 5:**
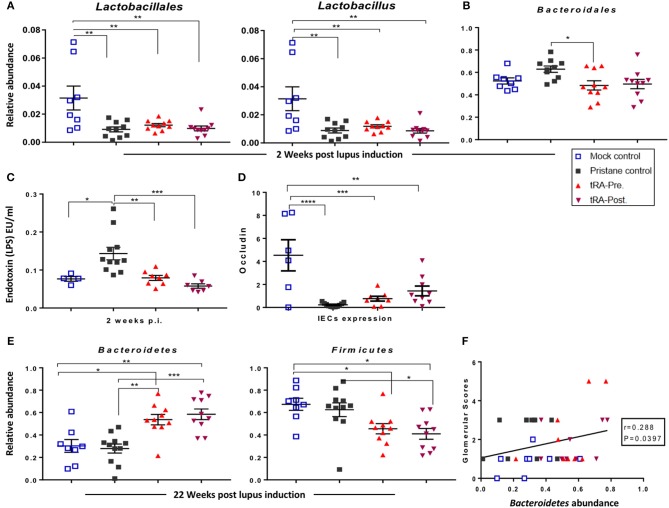
tRA-induced microbiota changes in pristane-induced lupus. **(A)** Quantitation of the relative abundance of the order *Lactobacillales* and genus *Lactobacillus* at 2 weeks following lupus induction as determined with 16S rRNA sequencing. **(B)** Relative abundance of *Bacteroidales* at the same time point. **(C)** Serum endotoxin levels at the same time point. **(D)** Expression of tight junction transcript *Occludin* in the IECs at 6 months post pristane injection. **(E)** Relative abundance of the phyla *Bacteroidetes* and *Firmicutes* at 22 weeks post lupus induction. **(F)** Correlation between the relative abundance of *Bacteroidetes* and glomerular pathological scores. Significant differences were shown as *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Interestingly, at the early stage of lupus initiation (2 weeks post pristane injection), both tRA treatments significantly reduced the serum endotoxin levels that was induced by pristane (Figure 5C). At 6 months post pristane injection, both tRA treatments moderately increased the IEC expression of *Occludin* compared to pristane alone (Figure 5D). In addition, at 2 weeks post pristane injection, both tRA treatments significantly increased the relative abundance of the order *Clostridiales* and genus *Clostridium* (Figure S5C) over pristane alone and modulated the abundance of several bacterial species (summarized in Table S3). Moreover, starting from 10 weeks post pristane injection, both tRA treatments significantly increased the relative abundance of *Bacteroidales* (Figure S5D) over both the mock-control and pristane-alone groups. Furthermore, compared to pristane alone, both tRA treatments significantly enriched the abundance of *Bacteriodetes* while reducing the abundance of *Firmicutes* (Figure 5E) as well as the *Firmicutes/Bacteriodetes* ratio (Figure S5E), although only the effects of tRA post-treatment were statistically significant. Notably, the abundance of *Bacteroidete*s was positively correlated with glomerular pathological scores (Figure 5F). Collectively, these observations suggest that tRA may be able to reverse pristane-induced leaky gut but appear to modulate pristane-induced microbiota changes regardless of the time of administration.

## Discussion

Following upon the previous findings by our group that tRA acted as an adjuvant to exacerbate the pre-existing inflammation in extrarenal tissues in mice genetically prone to develop lupus (12), we investigated the hypothesis that the effects of tRA on SLE could be disease stage-specific. Here we utilized the pristane model to induce lupus in Balb/c mice (14). This model allowed us to control the timing of immunogenic changes, enabling us to investigate the immunomodulatory effects induced by tRA given before (tRA pre-treatment) vs. after (tRA post-treatment) the induction of lupus.

Pristane induces the accumulation of autoantigens and the production of various autoantibodies resulting in immune dysregulation resembling that in human SLE. It is an effective chemical to induce glomerulonephritis in many murine models (14, 15, 17). Pristane injection in our study increased the level of circulating autoantibodies as well as the deposition of the IgG in the kidney. As anticipated, a positive correlation was found between the elevated anti-dsDNA level and the glomerular pathology in agreement with what is known for human SLE (68). Interestingly, however, the glomerular pathology was only apparent (with a composite glomerular inflammatory score of 5) and associated with significantly elevated proteinuria levels, which indicate renal damage, when mice were treated with tRA before pristane induction of lupus. In contrast, the supplementation of tRA after lupus induction did not change the severity of pristane-induced glomerulonephritis. This observation was not contradictory to our previous findings in genetically lupus-prone MRL/lpr mice, where tRA treatment during the progressive phase of the disease ameliorated glomerulonephritis (12). In fact, we went on to show that compared to pristane alone, tRA post-treatment possessed immunosuppressive functions on autoantibody levels and renal expression of pro-inflammatory cytokines/chemokines, which is in agreement with previous reports in MRL/lpr (33) and NZB/W F1 (64) lupus-prone mice.

Lupus nephritis affects about 50 to 60% of SLE patients and could be fatal if left without an effective treatment (69, 70). Glomerulonephritis could result from increased proliferation of mesangial cells (the cells forming the glomerulus) and accumulation of extracellular matrix (ECM) that could lead to tissue scarring and loss of renal functionality (71). Our data suggest that the pre-treatment with tRA may accelerate the initiation of pristane-induced mesangial proliferative glomerulonephritis through directly enhancing the proliferation and activity of mesangial cells. Retinoids including tRA generally promote the proliferation of mammalian cells (72). In particular, tRA has a potent anti-apoptotic potential on mesangial cells (73). Indeed, we observed mesangial hypercellularity in the glomeruli and expansion of ECM following pristane injection. Interestingly, over pristane alone, only the pre-treatment with tRA significantly augmented the renal expression of laminin β1, a major ECM protein produced by mesangial cells that has a known pathogenic role in proliferative nephritis (35). In addition, we observed a significant increase in the expression of renal TGFβ1 in tRA-pre-treated mice but not the post-treated group. TGFβ1 signaling is associated with glomerulopathy (74) where TGFβ1 could induce the production and aberrant deposition of different laminins (including laminin β1) on the glomerular basement membrane (GBM) as an initial signal for pro-fibrosis stages of lupus nephritis (37). In particular, laminin β1 acts as a nucleosome ligand where its expression in GBM and binding to the nucleosomes could help provide antigens for autoantibodies and represent a nidus for the initiation of lupus nephritis (37). Consistent with this, we showed increased deposition of total IgG in the kidney following pristane injection and tRA pre-treatment, suggesting the initiation of these pro-fibrotic signals.

The pathogenesis of pristane-induced chronic inflammation depends on continuous influx of leukocytes including cDCs and lymphocytes to the inflamed peritoneal cavity and peripheral tissues (75, 76). The recruitment of immune cells is tightly regulated by the surrounding cytokine milieu (38, 39). Similarly, tRA is known to modulate the homing capacities of different immune cells (40) and to modulate immune cell activation and functions (77). Therefore, we examined the transcript levels of inflammatory cytokines and chemokines known for their roles in lupus development and progression (78, 79) as well as the cellular changes upon pristane injection and tRA supplementation in this model. Our findings suggest that pre-treatment with tRA could facilitate the immunogenic events in pristane-induced lupus through direct modulation of immune cell activation and trafficking to the splenic and renal compartments. Interestingly, we observed an interaction between ICAM1- and LFA1-expressing cells in the spleen that was potentiated by the combination of pristane and tRA pre-treatment. This interaction suggests the presence of a costimulatory signal for an active process of leukocyte activation and trafficking (80, 81).

In contrast, tRA treatment after pristane induction of lupus did not exacerbate glomerulonephritis. The differential effects of tRA pre-treatment vs. post-treatment may be due to enhanced activation of cDCs following pre-treatment with tRA. Although both pre- and post-pristane tRA treatments induced the expansion of bone marrow cDCs, only tRA pre-treatment upregulated the expression of Ly6C. Similarly, only the pre-treatment induced MHC-II expression on CD11b^−^ cDCs over pristane alone. tRA is known to regulate the activities of antigen-presenting cells including cDCs and macrophages (44, 82). Activation of cDCs is required for the induction of glomerular injury and the progression of renal immunopathology in murine models (61, 62). Infiltration of activated cDCs into the kidney aggravates the progression of chronic inflammation associated with chronic kidney damage associated with lupus (42, 63). Therefore, the results in this study suggest that tRA pre-treatment may have facilitated antigen presentation of apoptotic products—which are abundant following pristane injection (83)—by MHC-II^high^ cDCs, which subsequently amplified systemic and renal inflammation leading to exacerbated glomerulonephritis. Moreover, the activated cDCs with tRA pre-treatment may have directly contributed to the activation of mesangial cells in the kidney through producing an array of pro-inflammatory cytokines and chemokines (84–88). Recent findings by Yu et al. (89) provide support for our explanation that the potentiation of mesangial cell activity by tRA pre-treatment contributes to exacerbation of pristane-induced glomerulonephritis. They found that *in vitro*-activated mesangial cells could act as nonprofessional antigen-presenting cells and express cell surface molecules associated with antigen presentation including MHC-II, ICAM-1, CD40, and CD80, and therefore were able to prime co-cultured T cells to promote their activation and polarization toward T helper-1 (Th1) cells (89). It is likely that the combination of pristane and tRA pre-treatment creates a favorable cytokine/chemokine environment for mesangial cell proliferation, whereas the proliferating mesangial cells would acquire abilities to present antigens, thereby promoting Th1 differentiation and renal inflammation.

tRA post-treatment, on the other hand, did not further induce cDC activation over pristane alone. Instead, it significantly reduced renal expression of pro-inflammatory cytokines and chemokines, thus reducing mesangial cell activation and renal inflammation. In addition, it significantly decreased the serum level of autoantibodies and reduced IgG deposition in the kidney, which also dampen renal inflammation. Taken together, our findings suggest that the interplay between the activation of cDCs and mesangial cells may explain the disease stage-dependent effects of tRA on pristane-induced renal damage.

Leaky gut and microbial dysbiosis provide danger signals for the development of autoimmunity (10, 20). Although germ-free mice also developed pristane-induced lupus (90), the presence of microbiota may augment nephritis in this model. Mice housed under specific pathogen-free conditions have significantly ameliorated autoantibody levels compared to conventionally housed mice following pristane injection (91). Pristane has been shown to induce aberrant expression of pathogen recognition receptors, namely, toll-like receptors (TLRs) including TLR4 and TLR9, in the kidney, and these TLRs are necessary for the development of pristane-induced nephritis (92). Bacterial component and TLR4 ligand LPS (93), present in the gut microbiota, can aggravate the inflammatory activities of peritoneal cells isolated from pristane-treated mice (90). In addition, a recent report has shown that a leaky gut induced by dextran sulfate sodium can augment autoimmunity in pristane-induced lupus (94). However, to our knowledge, no previous studies have shown whether gut dysbiosis is present in the pristane model and whether it would contribute to its pathogenesis. In this study, pristane injection significantly modulated the relative abundance of beneficial bacteria in the order *Lactobacillales*, genus *Lactobacillus* as early as 2 weeks post injection. In addition, it transiently induced a significant increase of the order *Bacterodiales* and significantly enriched the relative abundance of the genus *Ruminococcus*. It is noteworthy that reduced *Lactobacillales* has been associated with the progression of glomerulonephritis (31) and that enriching their abundance through oral gavage significantly ameliorates disease progression in MRL/lpr mice (20). Since *Lactobacilli* positively regulate the intestinal epithelial barrier functions (95, 96) and that their enrichment can reverse the leaky gut in MRL/lpr mice (20), we tested the level of serum endotoxin and expression of intestinal tight junction transcripts in the current study. Strikingly, a leaky gut was also present in pristane-induced lupus. This suggests that the pristane model could recapitulate the gut dysbiosis associated with SLE. Also, since changes in gut microbiota and the observed signs of a leaky gut occurred right after pristane injection and before the onset of obvious disease, our findings further support the leaky gut as a danger signal for autoimmunity even in the absence of genetic predisposition (10, 20).

Both tRA treatments further modulated the microbiota changes noted in the pristane-induced lupus model. At early stage of lupus initiation, both tRA treatments significantly reduced the serum endotoxin levels induced by pristane. Additionally, the combination of pristane and tRA treatments significantly increased the expression of *Occludin* over pristane alone. Strikingly, both tRA treatments upon pristane injection significantly increased the relative abundance of the order *Clostridiales* and genus *Clostridium* and modulated the abundance of several bacterial species and consequently reversed the microbiota dysbiosis previously described in human SLE (67). However, both tRA treatments combined with pristane significantly increased the relative abundance of *Bacteroidales* and enriched the abundance of *Bacteriodetes* while reducing *Firmicutes*, consequently reducing the *Firmicutes/Bacteriodetes* ratio. This is similar to the reduced *Firmicutes/Bacteroidetes* ratio in SLE patients compared to healthy controls (97), suggesting that tRA treatments may contribute to lupus pathogenesis. Consistent with this notion, the increased abundance of *Bacteroidete*s upon tRA treatments was positively correlated to proteinuria levels and glomerular pathological scores. These observations suggest that tRA induce similar changes in the gut microbiota regardless of the time of administration, and that these microbiota changes may exert both beneficial and detrimental roles.

Retinoids in combination with corticosteroids have been suggested as a potential therapy for SLE (11). However, our research group has shown that tRA has paradoxical effects on different tissue pathologies in genetically lupus-prone mice (12). tRA supplementation during the progressive phase of lupus mitigated glomerulonephritis but increased inflammatory cell infiltration to tissues other than the kidney. Additionally, we have shown that tRA given before lupus induction promotes the initiation of glomerulonephritis. Mechanistically, we have found that tRA treatment before lupus induction exacerbates the systemic and renal inflammation induced by pristane injection. It induces the activation of cDCs that can (1) enhance cell-mediated immunity by priming T_EM_ cells and (2) potentiate the activation of mesangial cells that in turn provide pro-fibrotic signals in the kidney. tRA supplementation during the progressive phase of lupus, on the other hand, does not augment pristane-induced activation of cDCs; instead, it exerts immunosuppressive functions that may benefit renal health. Furthermore, we have shown that both tRA treatments are able to modulate the microbial dysbiosis induced in the pristane model regardless of the time of administration. Collectively, our findings provide evidence for disease stage-dependent effects of tRA on the pathogenesis of SLE. As VA supplementation is a common practice, and people at risk for lupus may take it as well, further investigations are required to determine whether there is a need to recommend avoidance of extra VA for people genetically predisposed to develop lupus (e.g., first-degree relatives of SLE patients).

## Data Availability Statement

The datasets generated for this study can be found in the NCBI SRA database and Gene Expression Omnibus (GEO) repository under accession number GSE140104, as well as SRA database deposition number PRJNA605256.

## Ethics Statement

The animal study was reviewed and approved by IACUC at Virginia Tech.

## Author Contributions

XL conceived the study. XL and LA designed the experiments. LA performed the experiments. LA and SW analyzed the data. XC-P and BS contributed to mouse dissection and sample collection. JL, SL, and SS analyzed RNA-seq data. YL and AR measured retinol levels. TC and TL performed histopathological scoring. XL, LA, HW, and CR wrote the manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Retinoic Acid Exerts Disease Stage-Dependent Effects on Pristane-Induced Lupus
**Source:** Front Immunol. 2020 Mar 20;11:408. doi: 10.3389/fimmu.2020.00408
**Supplement:** Supplementary file 1

## Supplemental Information

**Table S1.** Primer sequences.

| Target            | Forward Sequence        | Reverse Sequence        |
|-------------------|-------------------------|-------------------------|
| <i>Tnfa</i>       | CCCTCACACTCAGATCATCTTCT | GCTACGACGTGGGCTACAG     |
| <i>Il1β</i>       | GCAACTGTTCTGAACTCAACT   | ATCTTTTGGGGTCCGTCAACT   |
| <i>Il18</i>       | GACTCTTGCGTCAACTTCAAGG  | CAGGCTGTCTTTTGTCAACGA   |
| <i>Tgfb1</i>      | CCACCTGCAAGACCATCGAC    | CTGGCGAGCCTTAGTTTGGAC   |
| <i>Ccl2</i>       | TTAAAAACCTGGATCGGAACCAA | GCATTAGCTTCAGATTTACGGGT |
| <i>Ccl3</i>       | TTCTCTGTACCATGACACTCTGC | CGTGGAATCTTCCGGCTGTAG   |
| <i>Ccl5</i>       | GCTGCTTTGCCTACCTCTCC    | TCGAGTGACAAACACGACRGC   |
| <i>Laminin β1</i> | AGACTTTGGGGGTTCATGTCA   | ATCGTCCCGTCTCCTTGTCA    |
| <i>Itgal</i>      | CCAGACTTTTGCTACTGGGAC   | GCTTGTTCCGGCAGTGATAGAG  |
| <i>Occludin</i>   | TTGAAAGTCCACCTCCTTACAGA | CCGGATAAAAAGAGTACGCTGG  |
| <i>Claudin2</i>   | CAACTGGTGGGCTACATCCTA   | CCCTTGGAAGCAACCG        |
| GAPDH             | ATTGTCAGCAATGCATCCTG    | ATGGACTGTGGTCATGAGCC    |
| 18S rRNA          | GTAACCCGTTGAACCCCAT     | CCATCCAATCGGTAGTAGCG    |

**Table S2.** tRA receptor binding sites (RAREs) found in the promoters of significant DEGs induced by tRA pre-treatment.

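For each gene, the table gives an Ensembl identifier, the position of the gene and the positions of the closest sites bound by tRA receptors. It has 20 entries, as Tnfrsf26 appears on 2 of them. By their identifiers, the entries include S1pr1, Abi3bp and 5830411N06Rik. The listed position of Sox13 spans 1549 bp, against 42075 bp for the gene in GRCm38, and that of Arhgap24 spans 52823 bp, against 416547 bp.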

| Gene                     | Gene ID            | Gene position                  | Closest RARE position                                                                                                                                                                                                                                                |
|--------------------------|--------------------|--------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>Slpr1</i>             | ENSMUSG00000045092 | chr3:115,413,351-115,417,973   | <a href="#">chr3:115547044-115547543</a>                                                                                                                                                                                                                             |
| <i>Gpr146</i>            | ENSMUSG00000044197 | chr5:139,856,535-139,872,369   | <a href="#">chr5:139850830-139851329</a>                                                                                                                                                                                                                             |
| <i>Sox13</i>             | ENSMUSG00000070643 | chr1:135,280,555-135,282,103   | <a href="#">chr1:135276031-135276530</a><br><a href="#">chr1:135294099-135294598</a><br><a href="#">chr1:135305356-135305855</a><br><a href="#">chr1:135329320-135329819</a><br><a href="#">chr1:135331692-135332191</a><br><a href="#">chr1:135264019-135264518</a> |
| <i>Alcam</i>             | ENSMUSG00000022636 | chr16:52,268,274-52,452,578    | <a href="#">chr16:52718347-52718846</a>                                                                                                                                                                                                                              |
| <i>Rfx2</i>              | ENSMUSG00000024206 | chr17:56,915,320-56,970,431    | <a href="#">chr17:56903748-56904247</a><br><a href="#">chr17:56938686-56939185</a><br><a href="#">chr17:56950556-56951055</a><br><a href="#">chr17:56960331-56960830</a><br><a href="#">chr17:56972757-56973256</a>                                                  |
| <i>Zfp677</i>            | ENSMUSG00000062743 | chr17:21,520,712-21,536,229    | <a href="#">chr17:21625553-21626052</a>                                                                                                                                                                                                                              |
| <i>Riken/<br/>Scart2</i> | ENSMUSG00000054672 | chr7:147,433,277-147,485,690   | <a href="#">chr7:147417028-147417527</a><br><a href="#">chr7:147416877-147417376</a><br><a href="#">chr7:147416592-147417091</a>                                                                                                                                     |
| <i>Nesh</i>              | ENSMUSG00000035258 | chr16:56,477,959-56,690,241    | <a href="#">chr16:56868421-56868920</a>                                                                                                                                                                                                                              |
| <i>Tnfrsf26</i>          | ENSMUSG00000045362 | chr7:150,793,568-150,813,858   | <a href="#">chr7:150358888-150359387</a>                                                                                                                                                                                                                             |
| <i>Arl4c</i>             | ENSMUSG00000049866 | chr1:90,569,700-90,598,451     | <a href="#">chr1:90574823-90575322</a><br><a href="#">chr1:90565337-90565836</a>                                                                                                                                                                                     |
| <i>Banp</i>              | ENSMUSG00000025316 | chr8:124,473,650-124,521,083   | <a href="#">chr8:124490956-124491455</a><br><a href="#">chr8:124490763-124491262</a><br><a href="#">chr8:124472627-124473126</a>                                                                                                                                     |
| <i>Pde3b</i>             | ENSMUSG00000030671 | chr7:121,558,795-121,682,765   | <a href="#">chr7:121277355-121277854</a>                                                                                                                                                                                                                             |
| <i>Atp2b1</i>            | ENSMUSG00000019943 | chr10:98,377,786-98,488,777    | <a href="#">chr10:98337763-98338262</a>                                                                                                                                                                                                                              |
| <i>Camp</i>              | ENSMUSG00000038357 | chr9:109,749,889-109,751,970   | <a href="#">chr9:109781968-109782467</a>                                                                                                                                                                                                                             |
| <i>Ngp</i>               | ENSMUSG00000032484 | chr9:110,322,254-110,325,514   | <a href="#">chr9:110251478-110251977</a><br><a href="#">chr9:110394017-110394516</a>                                                                                                                                                                                 |
| <i>Ltf</i>               | ENSMUSG00000032496 | chr9:110,921,796-110,945,270   | <a href="#">chr9:110862675-110863174</a>                                                                                                                                                                                                                             |
| <i>Tnfrsf26</i>          | ENSMUSG00000045362 | chr7:150,793,568-150,813,858   | <a href="#">chr7:150358888-150359387</a>                                                                                                                                                                                                                             |
| <i>Arhgap24</i>          | ENSMUSG00000057315 | chr5:103,274,026-103,326,848   | <a href="#">chr5:103620457-103620956</a>                                                                                                                                                                                                                             |
| <i>Ndufaf8</i>           | ENSMUSG00000078572 | chr11:119,960,242 -119,962,018 | <a href="#">chr11:119935419-119935918</a>                                                                                                                                                                                                                            |
| <i>Rpl36</i>             | ENSMUSG00000057863 | chr17:56,752,818-56,753,666    | <a href="#">chr17:56857196-56857695</a>                                                                                                                                                                                                                              |

**Table S3.** Significantly modulated bacterial species within the phyla *Bacteroidetes* and *Firmicutes* upon pristane induction of lupus and tRA treatments.

| Bacterial species                       | Effect    | Start of modulation (weeks post induction) | Groups                         |
|-----------------------------------------|-----------|--------------------------------------------|--------------------------------|
| <i>Bacteroides_thetaiotaomicron</i>     | Increased | 4                                          | tRA-Post.                      |
| <i>Muribaculum_intestinale</i>          | Increased | 10                                         | tRA-Post.                      |
| <i>Muribaculum_intestinale</i>          | Increased | 20                                         | tRA-Pre.                       |
| <i>Odoribacter_splanchnicu</i>          | Increased | 2                                          | tRA-Pre.                       |
| <i>Odoribacter_splanchnicu</i>          | Increased | 12                                         | tRA-Post.                      |
| <i>Alistipes_finegoldii</i>             | Increased | 6                                          | tRA-Pre.                       |
| <i>Alistipes_finegoldii</i>             | Increased | 12                                         | tRA-Pre.                       |
| <i>Alistipes_onderdonkii</i>            | Increased | 2                                          | tRA-Pre.                       |
| <i>Alistipes_shahii</i>                 | Increased | 2                                          | tRA-Post.                      |
| <i>Alistipes_shahii</i>                 | Increased | 22                                         | tRA-Pre.                       |
| <i>Enterococcus_dispar</i>              | Increased | 2                                          | tRA-Post.                      |
| <i>Lactobacillus_gasseri</i>            | Decreased | 2                                          | Pristane-alone & tRA-Pre/Post. |
| <i>Mordavella_massiliensis</i>          | Decreased | 4                                          | Pristane-alone & tRA-Pre.      |
| <i>Mordavella_massiliensis</i>          | Decreased | 6                                          | Pristane-alone & tRA-Pre/Post. |
| <i>Clostridium_aldenense</i>            | Increased | 2                                          | tRA-Post.                      |
| <i>Clostridium_hylemonae</i>            | Decreased | 2                                          | tRA-Pre/Post.                  |
| <i>Clostridium_lactatifermentans</i>    | Increased | 2                                          | tRA-Pre.                       |
| <i>Clostridium_methylpentosum</i>       | Increased | 2                                          | tRA-Pre.                       |
| <i>Clostridium_saccharogumia</i>        | Increased | 6                                          | tRA-Pre.                       |
| <i>Clostridium_scindens</i>             | Increased | 4                                          | tRA-Pre.                       |
| <i>Blautia_hydrogenotrophica</i>        | Decreased | 12                                         | tRA-Pre/Post.                  |
| <i>Butyrivibrio_crossotus</i>           | Decreased | 6                                          | tRA-Post.                      |
| <i>Eisenbergiella_tayi</i>              | Increased | 10                                         | tRA-Post.                      |
| <i>Eubacterium_coprostanoligenes</i>    | Increased | 6                                          | tRA-Post.                      |
| <i>Eubacterium_oxidoreducens</i>        | Increased | 2                                          | Pristane-alone                 |
| <i>Eubacterium_siraeum</i>              | Increased | 2                                          | tRA-Post.                      |
| <i>Frisingicoccus_caecimuris</i>        | Increased | 6                                          | tRA-Post.                      |
| <i>Marvinbryantia_formatexigens</i>     | Increased | 6                                          | tRA-Pre.                       |
| <i>Roseburia_faecis</i>                 | Decreased | 4                                          | tRA-Pre/Post.                  |
| <i>Ruminococcus_champanellensis</i>     | Increased | 6                                          | Pristane-alone                 |
| <i>Acutalibacter_muris</i>              | Decreased | 2                                          | Pristane-alone & tRA-Post.     |
| <i>Butyricicoccus_pullicaecorum</i>     | Decreased | 10                                         | tRA-Post.                      |
| <i>Intestinimonas_butyriciproducens</i> | Increased | 4                                          | tRA-Post.                      |
| <i>Neglecta_timonensis</i>              | Increased | 10                                         | tRA-Pre.                       |
| <i>Oscillibacter_ruminantium</i>        | Increased | 2                                          | tRA-Pre.                       |
| <i>Oscillibacter_valericigenes</i>      | Increased | 10                                         | tRA-Pre.                       |
| <i>Phocaea_massiliensis</i>             | Decreased | 4                                          | tRA-Pre/Post.                  |
| <i>Pseudoflavonifractor_phocaeens</i>   | Decreased | 8                                          | tRA-Pre/Post.                  |

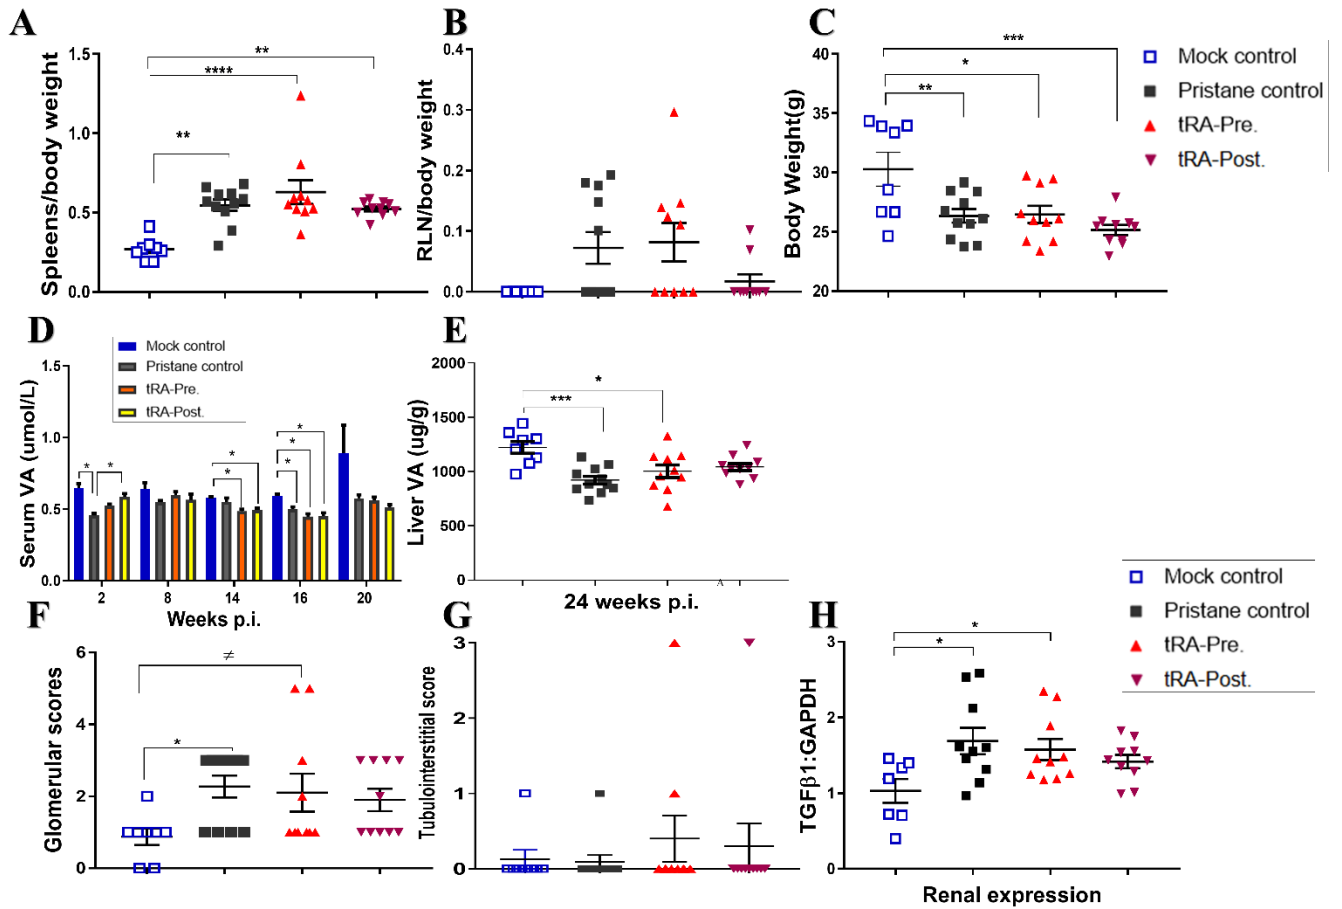

**Figure S1.** (A) Splenomegaly shown as spleen to body weight ratios. (B) Enlarged RLNs shown as weight ratios. (C) Final body weight in grams at 6 months post pristane injection. (D) Serum levels of retinol/VA over time starting 2 weeks post lupus induction. Data were obtained from pooled serum samples ( $n > 8$  per group per time point) as quantified with UPLC. (E) Concentrations of retinol/VA in snap-frozen liver tissues at the experimental endpoint. (F) Composite glomerular histopathological scores ( $\#P = 0.0816$ ). (G) Tubulointerstitial scores. (H) Renal transcript level of *Tgfb1* after normalization to that of GAPDH.

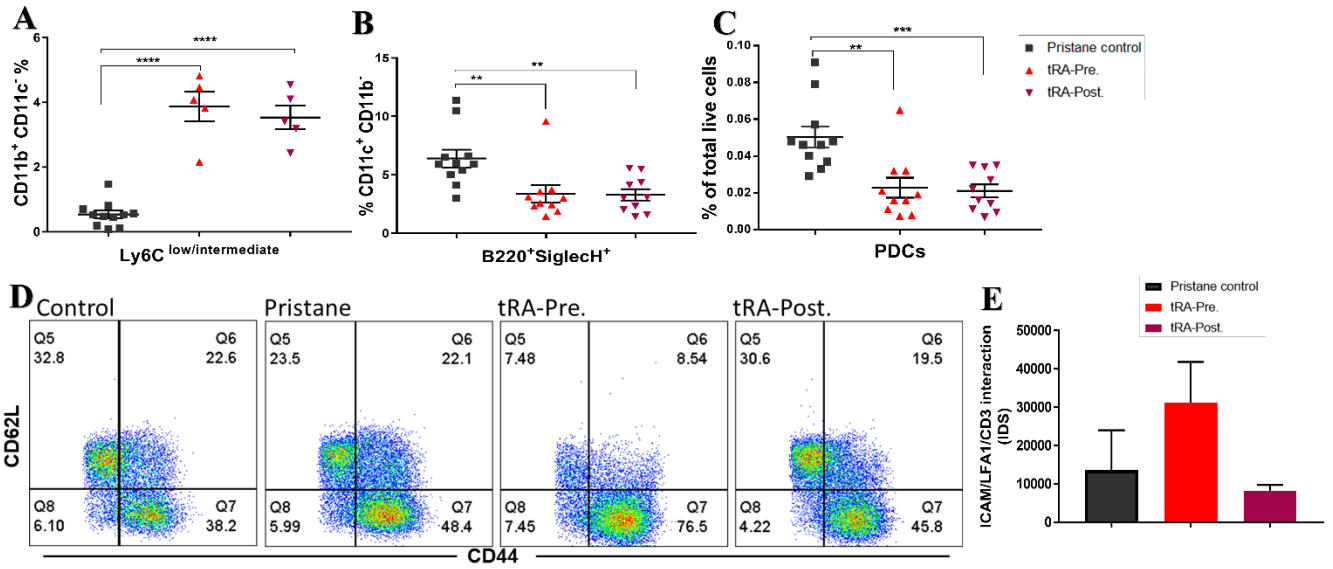

**Figure S2.** (A) Percentage of MDSCs gated as Ly6C<sup>low/intermediate</sup> CD11b<sup>+</sup>CD11c<sup>-</sup>. (B) B220<sup>+</sup>Siglec-H<sup>+</sup> pDCs as the percentage of CD11c<sup>+</sup>CD11b<sup>-</sup> DCs. (C) Percentage of pDCs gated as CD11c<sup>+</sup>CD11b<sup>-</sup> B220<sup>+</sup>Siglec-H<sup>+</sup>. (D) Representative flow cytometry plots showing the percentages of splenic CD62L<sup>+</sup>CD44<sup>-</sup> naïve T cells vs. CD62L<sup>-</sup>CD44<sup>+</sup> T<sub>EM</sub> cells gated on CD3<sup>+</sup> T cells. (E) The integrated density scores (IDS) calculated with ImageJ for co-localization of CD3, CD11/CD18 (or LFA) and CD54 (or ICAM1) in immunohistochemically stained splenic sections. While trending, the tRA-treated groups were not significantly different from the pristane control.

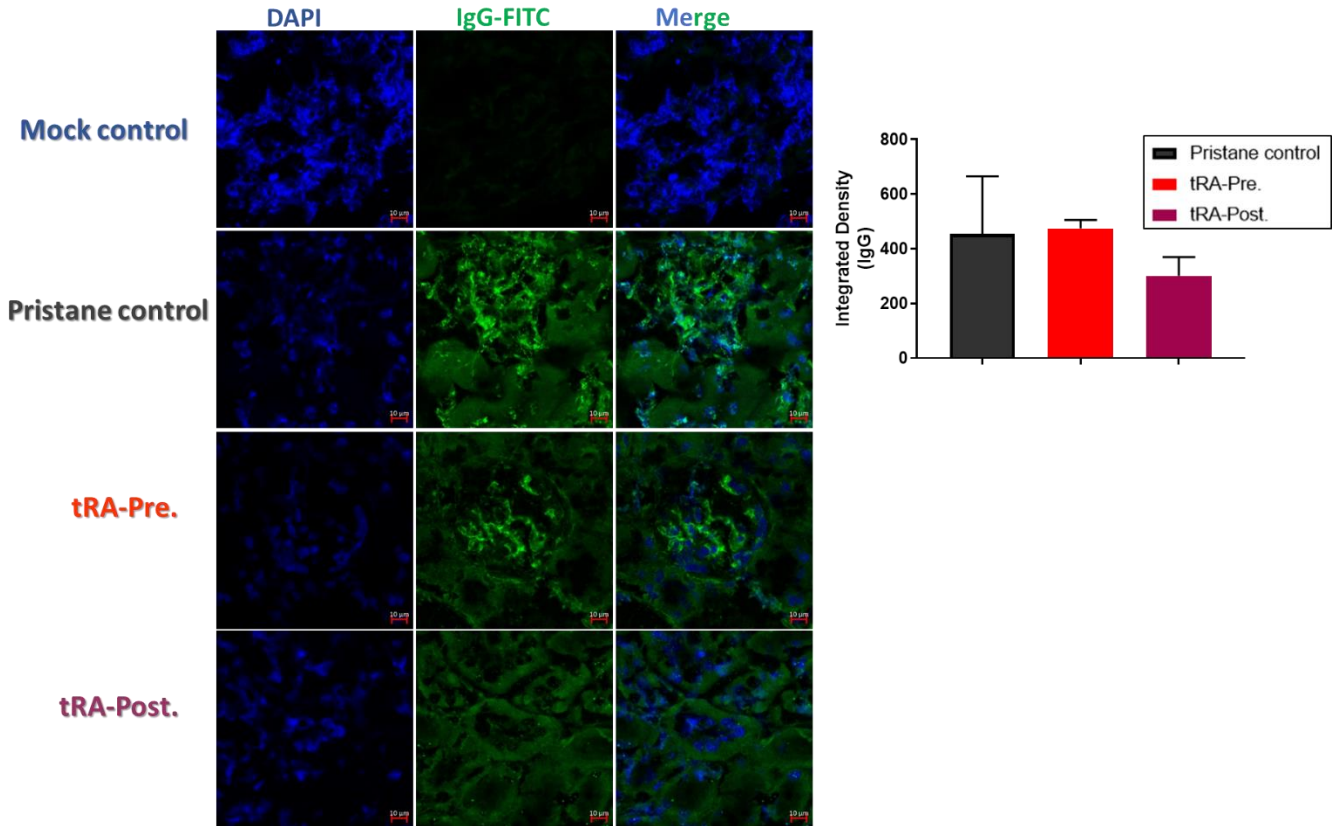

**Figure S3.** IgG deposition in the kidney as determined with immunohistochemical staining at the experimental endpoint. DAPI (left), IgG-FITC (middle) and merged micrographs (right) are shown. Images were captured with a Zeiss LSM 880 confocal microscope. Integrated density scores for the IgG-FITC fluorescence were calculated using ImageJ.

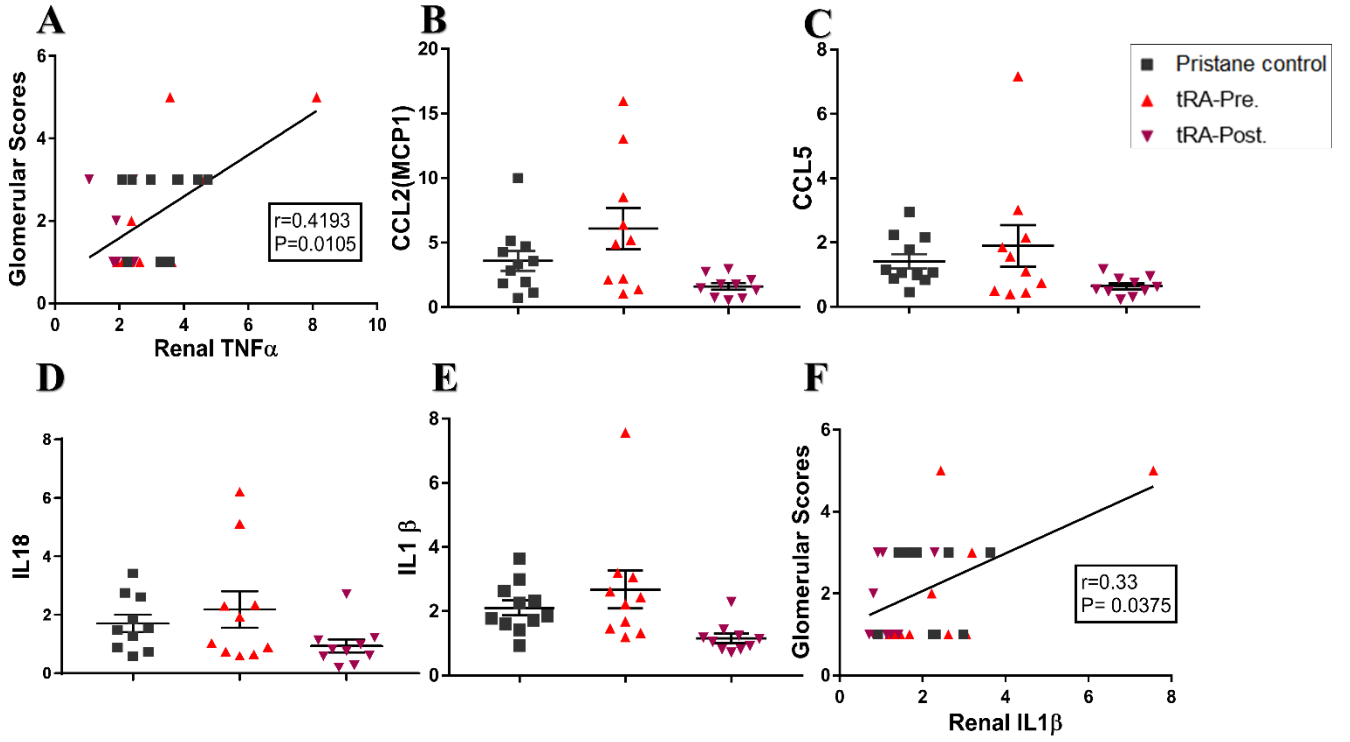

**Figure S4.** (A) Correlation between glomerular pathological scores and the renal expression of *Tnfa*. (B-E) Renal transcript levels of *Ccl2/Mcp1* (B), *Ccl5* (C), *Il18* (D) and *Il1β* (E) as determined with RT-qPCR. (F) Correlation between glomerular pathological scores and the renal expression of *Il1β*.

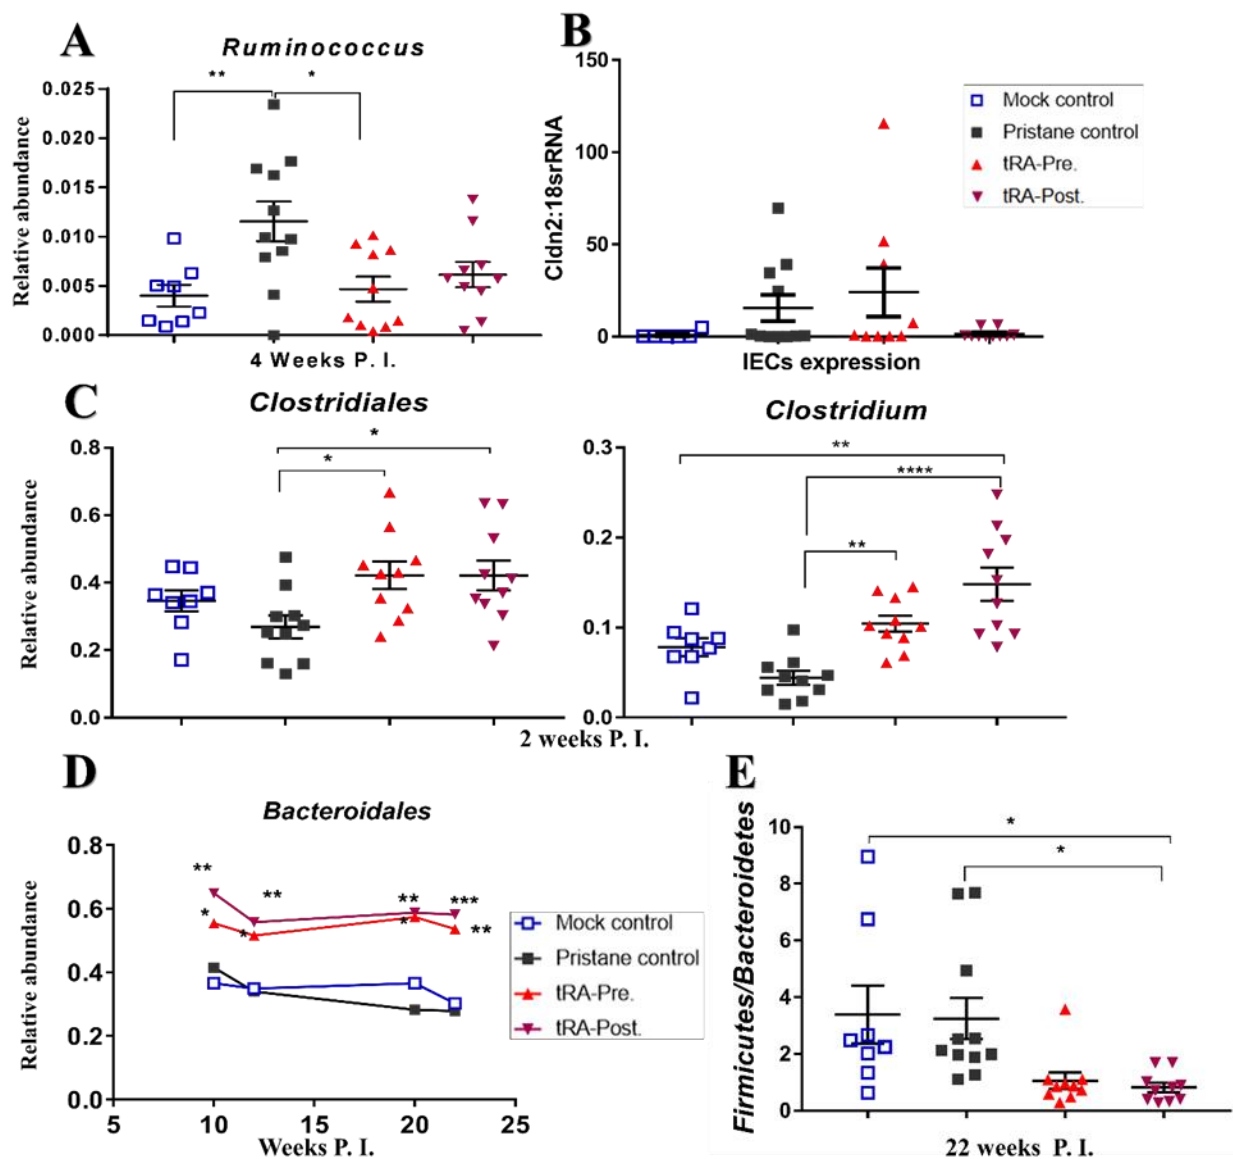

**Figure S5.** (A) Relative abundance of the genus *Ruminococcus* determined with 16S rRNA sequencing at 4 weeks post lupus induction. (B) Transcript level of Claudin-2 (*Cldn2*) normalized to that of 18S rRNA in IECs as determined with RT-qPCR. (C) Relative abundance of *Clostridiales* and genus *Clostridium* at 2 weeks post pristane injection. (D) Relative abundance of *Bacteroidales* over time. (E) Ratio of *Firmicutes/Bacteroidetes* at 22 weeks post lupus induction.

How the deposited data were processed for this re-analysis (not part of the article)

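RNA sequencing measured gene expression in total splenocytes of 4 mice given tRA and 4 given vehicle. The authors trimmed the reads with ea-utils and Btrim, aligned them with Bowtie2 and Tophat2 and counted them with HTSeq, and they deposited raw counts per gene for each mouse. The authors also deposited a DESeq2 comparison of tRA with control, with a mean of normalized counts per gene, which is another unit than a raw count. In the deposited comparison, log2 fold changes and standard errors use a log2 scale, test statistics are scores, and 30529 genes have an adjusted p-value. The comparison covers 51826 genes, and it was used to describe the authors' calls and to compare its means with the raw counts.

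Of the 51826 gene identifiers, 51633 have an entry in GENCODE M21 and 193 do not. That annotation is not the release that the authors used, and it gave symbols, positions, biotypes, transcript lengths and GC content. The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and the figure was drawn in Python 3.11.15 with matplotlib 3.10.9. Genes were kept by filterByExpr with its default minimum of 10 counts, normalized by TMM and tested by the quasi-likelihood test. All 8 libraries entered the fit, and their totals were of similar size in both groups.

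The comparison, its thresholds, 21 gene lists, the first set of alternatives and the rule for naming genes were set before the data were examined. The rule covered the genes that the paper names for this experiment, the genes of Figure 3 as a summary, the 5 DEGs with the largest change in each direction whose groups do not overlap (there were 0 DEGs), and genes of proteins that the paper discusses or measured in the kidney. Camp, Ngp, Ltf, 5830411N06Rik and Sox13 were singled out after their values were seen, and a list of gamma delta T17 genes was written after the last 2 were seen to rise. Gene lists were tested by camera with a preset correlation of 0.01, by camera with a correlation estimated from the data, by fry, and by an exact permutation test of the mean over the list in each mouse.

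The alternatives were DESeq2, RLE normalization, library size alone, no filter on low counts, at least 10 counts in every sample, protein-coding genes only, limma-voom, robust empirical Bayes, the replicate number as a block, a loess offset on transcript length and GC content (span 0.3, degree 1), this offset with the block, the neutrophil precursor score as a covariate, and each mouse left out in turn. After edgeR was seen to give 0 DEGs, 40 further DESeq2 settings were run, 16 over all 8 mice and 24 with 1 mouse left out.

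The fits were tested on simulated data for 16484 genes, 200 of them changed. At an FDR under 0.1, edgeR called 64 of 66 genes changed by 2 on the log2 scale, 46 of 67 changed by 1 and 27 of 67 changed by 0.5. Of its 157 calls, 20 were of unchanged genes. DESeq2 made 209 calls on the same counts, 65 of them of unchanged genes. The simulated genes were drawn independently of each other, with the dispersions that edgeR estimated. The correlation between genes seen in the real lists was thus absent, and the simulation cannot decide which tool is right on the real counts. Differential exon usage was not analysed here, and RAR and RXR binding regions were used only as listed in Table S2.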

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

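The comparisons with matched gene lists were chosen only after the results were seen. Among 78 groups of 4 mice examined for a mouse far from the others, 0 had one, where chance gives 3.9.

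Neutrophil precursor granule genes, which the text of the paper does not discuss, were lower in every tRA mouse than in every vehicle mouse, with a mean difference of -0.82 on the log2 scale. All 15 genes fell. Figure 3 holds 5 of them, chosen on these mice, and the other 10 had a median of -0.83 with 10 down. The exact permutation p (two-sided) was 0.0286, the smallest possible, and 0.126 after adjustment over 22 lists. The FDR was 5.34e-30 by camera with a preset correlation, 0.0565 with an estimated correlation and 0.0614 by fry, so that the call rests on the preset correlation. A single library is argued against, since the median stayed at -0.66 or lower with each mouse left out. Length and GC content are argued against as the whole cause, since the lowest median of 10000 lists matched on length, GC content and expression was -0.34. The most abundant of the genes, Ngp, went from 325 to 171 CPM. Fewer neutrophil precursors and lower expression per cell cannot be told apart, as the members of the mature neutrophil list go both ways, with a median of -0.10, 4 up and 6 down. An effect of tRA on either stays open as untested.

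Immediate early and heat shock genes were lower in every tRA mouse, with a mean difference of -0.76 and all 19 genes down. Figure 3 holds 3 of them, and the other 16 had a median of -0.45 with 16 down. The exact permutation p was 0.0286 (0.126 adjusted), and the FDR was 1.22e-18 by camera, 0.0963 with an estimated correlation and 0.130 by fry. The fall was uneven, with centred means of 0.12, 0.097, -1.18 and -0.55 in tRA mice 1 to 4, and the median was -0.29 without tRA replicate 3 and -0.89 without tRA replicate 1. The lowest median of the matched lists was -0.17, which argues against length and GC content as the whole cause. The most abundant of the genes, Fosb, went from 3319 to 2027 CPM. Cell handling before lysis and an effect of tRA cannot be told apart, since both predict the median of -0.52 and the handling of the groups is not known.

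Plasma cell genes were lower in every tRA mouse, with a mean difference of -0.20, 3 genes up and 9 down, and an exact permutation p of 0.0286 (0.126 adjusted). The FDR was 9.92e-05 by camera, 0.0963 with an estimated correlation and 0.0695 by fry. The most abundant gene, Jchain, went from 609 to 443 CPM. Figure 3 holds 1 of the 12 genes and another list 1, and the 11 genes outside Figure 3 had a median of -0.12 with 3 up and 8 down. The median was -0.14, and it was -0.11 under the length and GC offset. With each mouse left out it ranged from -0.20 to -0.12, and the FDR ranged from 3.80e-06 to 0.0963 over all alternatives. An effect of tRA stays open as untested.

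In data that the paper does not report on, the authors' deposited table gives a mean above 0 to 728 genes that have 0 counts in all 8 libraries. These 728 means are whole-number sums of 2 values, 0.0986 and 0.101. The reciprocal of the geometric mean of the worth of 1 count over these values and the 8 libraries is 10.1, and a mean that divides normalized counts by the number of libraries would give that number here. As these 728 genes have 0 counts in all 8 libraries, the table cannot rest on these counts alone. Which libraries entered the table is not known, and no biological explanation was tested.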

How the results depend on the processing

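The number of DEGs by edgeR at an FDR under 0.1 stayed 0 with RLE normalization, library size alone, at least 10 counts in every sample, protein-coding genes only, robust empirical Bayes and the length and GC offset, with 919 to 1158 genes at an unadjusted p under 0.05. That number was 2105 without tRA replicate 1, with 0 DEGs, and 657 without tRA replicate 4. It was 27 with DESeq2, 6 with no filter on low counts (Igkv8-19, 5830411N06Rik, Camp, Ngp, Ltf and Gm10736), 1 with limma-voom (Camp) and 70 with the neutrophil precursor score as a covariate. With each mouse left out it ranged from 0 to 3, the 3 without tRA replicate 4. At an FDR under 0.05 the number was 17 with DESeq2, 4 with no filter and 0 to 1 with each mouse left out, the 1 without tRA replicate 4. Of the genes of Figure 3, 24 were called with DESeq2, 4 with no filter, 1 with limma-voom, 2 with the covariate and 0 to 3 with each mouse left out. The cause was not tested.

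The labels number the mice of each group 1 to 4. The deviations of same-numbered mice had correlations of 0.157, -0.0229, -0.014 and 0.259. Differently numbered mice were not compared in this way, so that these values cannot decide whether same-numbered mice share more than a number. With the replicate block, edgeR gave 0 DEGs, and 0 with the length and GC offset added, with 1200 and 1151 genes at an unadjusted p under 0.05.

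The DESeq2 settings that follow were chosen after seeing the data. Over all 8 mice, the number of DEGs was 13 without independent filtering, 41 with protein-coding genes only, 42 with these and a prior on the fold changes, 52 with at least 10 counts in every sample, 46 with protein-coding genes at this filter, 47 with protein-coding genes at a mean of at least 10 counts, and 71 with the replicate block, 69 when genes with 0 counts were kept in that fit and 45 without its independent filtering. The other 7 of these settings gave from 24 to 40. With each mouse left out, DESeq2 gave from 15 to 551 DEGs, from 11 to 552 with genes with 0 counts kept, and from 9 to 298 without independent filtering. The highest value of each range was without tRA replicate 1. The lowest was without tRA replicate 2 for the first, without control replicate 4 for the second, and without control replicate 2 and without tRA replicate 3 for the third. The cause was not tested.

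Of the 35 splits of the 8 mice into groups of 4, 35 gave at least the 0 DEGs of edgeR, which any split does, so that this count decides nothing. More than 0 came from 2 of them, with 4 as the highest number. As many genes as the 1070 at an unadjusted p under 0.05 came from 8 of the 35 splits, and as many DEGs by DESeq2 as 27 came from 8, the real split included. Neither count thus sets the real split apart. The split of control mice 1 and 3 with tRA mice 1 and 2 against the others gave the most of both, 3236 and 1264. No batch is known for these mice.

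Of 19 gene lists, leaving out the lists from Figure 3 and the gamma delta T17 list, 7 had an FDR under 0.05 by camera with a preset correlation. This number was 0 with an estimated correlation and 0 by fry, with 5 lists at an unadjusted p under 0.05 in each, as both take the correlation between genes from the data. With each mouse left out it ranged from 5 without tRA replicate 1 to 12 without tRA replicate 4, and was 11 without tRA replicate 3. Both lists from Figure 3, which were chosen on these mice, were called in each of these tests.

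Of 220 comparisons of 11 single genes with their alternatives, 206 kept their direction and side of the threshold, 10 became significant and 4 reversed, all of Cd163. Its log2 fold change was 0.029 with library size alone and 0.95 with the neutrophil precursor covariate, and it ranged from -0.23 to 0.26 with each mouse left out, positive without control replicate 2 and without tRA replicate 1. The log2 fold change of S1pr1 was 0.18 with the covariate.

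Of 484 comparisons of 22 gene lists, 393 kept their direction and side of the threshold, 23 became weaker, 28 stronger and 40 reversed. The neutrophil precursor covariate separated the groups completely, so that fits with it cannot tell it from the treatment. With the neutrophil precursor covariate, the median became 0.034 for neutrophil precursor genes, whose own score the covariate is, and 0.10 for cDC1, 0.19 for inflammatory cDC2, 0.17 for pDC, 0.36 for red pulp macrophage and monocyte, 0.10 for NK cell and -0.13 for B cell genes. Without a change of direction, it became 0.37 for effector memory T cell (FDR 0.0201), 0.21 for pan-cDC, 0.14 for cDC2, 0.91 for erythroid, 0.50 for gamma delta T17, -0.25 for plasma cell, -1.17 for immediate early and heat shock and -0.58 for cytosolic ribosomal protein genes. For cDC2 genes it became -0.026 with limma-voom, -0.025 with the replicate block, -0.0019 with the length and GC offset and -0.010 with both. For pan-cDC genes it became -0.019 with DESeq2, -0.017 with limma-voom, -0.017 with the replicate block, -0.012 with the offset and -0.0014 with both. It became -0.0030 for effector memory T cell genes with block and offset, and 0.058 for NK cell genes with no filter. With each mouse left out, the median ranged from -0.28 to 0.085 for mature neutrophil, from -0.52 to 0.44 for erythroid, from -0.20 to -0.061 for cDC1, from 0.046 to 0.13 for retinoid response, from -0.042 to 0.010 for cDC2, from -0.037 to 0.094 for pan-cDC, from -0.18 to 0.027 for pDC, from -0.22 to 0.078 for red pulp macrophage and monocyte, from -0.068 to 0.081 for effector memory T cell, from -0.095 to 0.071 for NK cell and from -0.016 to 0.071 for B cell genes. The value of -0.52 was without tRA replicate 3. The cause was not tested.

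The median distance to the closest RARE was 58622 bp from the gene and from the start of transcription. For the number of genes with a RARE nearby, 4 windows were set, and 5 genes have one within 10 kb, 3 within 1 kb, 4 within 5 kb and 12 within 100 kb.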

Differences from the paper's values

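The paper reports 42 protein-coding DEGs at an FDR under 0.1, 20 upregulated and 22 downregulated, and edgeR gave 0, 0 and 0, with 1070 genes at an unadjusted p under 0.05. At an FDR under 0.05 the paper reports 12 upregulated and 6 downregulated, against 0 and 0. Among the alternatives set before the data were examined, DESeq2 gave 24 protein-coding DEGs at an FDR under 0.1, 13 up and 11 down, each more than 1.5 times below the paper's value. At an FDR under 0.05 it gave 8 up, within 1.5 times of the paper's 12, and 6 down, the paper's number. The neutrophil precursor covariate gave 58, within 1.5 times of the paper's 42, but 5 up and 53 down, which are not within 1.5 times of the paper's values. None of the other alternatives set before the data were examined closed a gap.

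A further 16 DESeq2 settings over all 8 mice were chosen after seeing the values. They gave from 10 to 60 protein-coding DEGs at an FDR under 0.1, and 9 of the 16 were within 1.5 times of the paper's 42. These were protein-coding genes only (41), the same with genes with 0 counts kept (40), the same with a prior on the fold changes (42), at least 10 counts in every sample (44), protein-coding genes at this filter (46), protein-coding genes with a mean of at least 10 counts (47), the replicate block (60), the block with genes with 0 counts kept (59) and the block without independent filtering (37). With protein-coding genes only, the calls were 40 of the 42 genes of Figure 3 and 1 other gene. The setting that gave the paper's 42 had 19 up and 23 down, and 0 of the 16 had the paper's 20 and 22. The other 7 were genes with 0 counts kept, no independent filtering, independent filtering set for an FDR of 0.05, no Cook's cutoff, a prior on the fold changes, protein-coding genes without independent filtering, and the length and GC offset. At an FDR under 0.05, 2 of the 16 had the paper's 12 up, both with 9 down, and 8 had the paper's 6 down. The 24 settings that left out a mouse, also chosen after seeing the values, gave from 7 to 463 protein-coding DEGs.

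None of the genes of Figure 3 was called by edgeR, although 42 had an unadjusted p under 0.05. Among the alternatives set before the data were examined, 24 were called with DESeq2, 4 with no filter on low counts, 1 with limma-voom, 2 with the covariate and 3 without tRA replicate 4. Among the settings chosen after seeing the values, between 10 and 41 were called over all 8 mice and between 5 and 41 with a mouse left out.

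The paper states a minimum of 60 M paired-end reads, and the lowest library had 30.9 M counts on genes. Reads and counts on genes are different quantities, and if each count is a pair of reads, the lowest library had 61.8 M reads on genes. The alternatives do not bear on either.

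The paper places a RARE in the promoter of each gene at the stricter cutoff. Table S2 lists one within 10 kb of the start of transcription for 4 of its 19 genes, and within 1 kb for 1.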

Other observations

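The comparison of Alcam with the T cell list, the comparison of ribosomal protein genes with matched lists, and the form of the comparisons between single genes and lists were chosen only after the results were seen.

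The mean of Epas1, Arl4c, Alcam and S1pr1 rose by 0.34 more than the pan-cDC list on the log2 scale and by 0.42 more than the cDC2 list (exact permutation test, two-sided, p = 0.0286 for each). More cDCs in the tRA spleens and a rise of the 4 genes themselves cannot be told apart, since the 4 genes are from Figure 3, which was chosen on these mice, and the pan-cDC genes go both ways. The most abundant of these, Btla, had 218 CPM with vehicle and 288 with tRA. Alcam rose by 0.33 more than the T cell list (exact p = 0.0286), and more T cells and a rise of Alcam itself cannot be told apart, since Alcam was also chosen on these mice. For S1pr1 the difference from that list was 0.23, with an exact permutation p (two-sided) of 0.0571 as the groups overlapped, so that more T cells and a rise of S1pr1 itself cannot be told apart. The T cell list had a median of 0.11 with 11 of 15 genes up (FDR 0.0185 by camera, 0.380 with an estimated correlation). Its median was 0.064 without control replicate 1 (FDR 0.183) and 0.17 without control replicate 4, the FDR was 0.268 with the neutrophil precursor covariate, 0.211 without control replicate 2 and 0.129 without tRA replicate 1, and its most abundant gene, Lck, went from 531 to 505 CPM. The naive T cell list, which includes S1pr1, had a median of 0.087 with 9 of 10 genes up (FDR 0.00559 by camera, 0.0963 with an estimated correlation), 0.15 without tRA replicate 4, and an FDR of 0.438 without tRA replicate 1 and 0.347 with the covariate. Without S1pr1, which is in Figure 3, the median of the other 9 was 0.026, and S1pr1 rose by 0.28 more than they did (exact p = 0.0571). The most abundant gene of the list, Klf2, went from 1143 to 796 CPM.

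The genes of Figure 3 that rose have a median transcript length of 4202.5 bases and those that fell of 1185.5, against 2923 for all genes tested. Across genes, which are not independent replicates, the log2 fold change had a Spearman correlation of 0.212 with length and -0.203 with GC content. The correlation with length was 0.117 without control replicate 3, 0.0692 with no filter on low counts and 0.307 with protein-coding genes only. A bias of length and GC content is argued against as the whole source, since 17 of the 24 genes of Figure 3 called by DESeq2 stayed called under the offset, a setting chosen after seeing the data. For the other 7 genes, such a bias and a change of expression cannot be told apart, as both leave them without a call. Cytosolic ribosomal protein genes had a median log2 fold change of -0.26, with 87 of 92 down (FDR 5.73e-31 by camera, 0.195 with an estimated correlation), and of -0.18 under the offset. The lowest median of the matched lists was -0.16, which argues against a bias of length and GC content as the whole source of this fall. The groups overlapped, with an exact permutation p of 0.0857, and the FDR ranged from 6.19e-51 to 0.195 over all alternatives.

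5830411N06Rik and Sox13, singled out after their values were seen, rose by 1.41 and 0.91 on the log2 scale, and in every tRA mouse above every vehicle mouse. A hypothesis of more gamma delta T17 cells was tested on 11 other genes, of which 10 rose, with a median of 0.23 (FDR 0.00462 by camera, 0.195 with an estimated correlation, 0.109 with DESeq2 and from 0.000258 to 0.195 over all alternatives). The exact permutation p was 0.0571, so that such cells and no change cannot be told apart. The median was 0.11 without tRA replicate 3 and 0.40 without tRA replicate 1. Of the 11 genes, 2 stand in other lists, and the most abundant, Blk, went from 329 to 296 CPM.

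Retinoid response genes had a median log2 fold change of 0.080, with 11 of 16 up (FDR 0.0777 by camera). The FDR was 0.0367 with DESeq2, 0.0377 under the length and GC offset, 0.0251 with the replicate block and this offset, 0.0448 without control replicate 2 and 0.0386 without tRA replicate 4, and it ranged from 0.0251 to 0.268 over all alternatives. By the same test, the median was 0.25 for erythroid (FDR 0.605), -0.12 for cDC1 (0.0668), -0.081 for pDC (0.103), -0.043 for red pulp macrophage and monocyte (0.215), 0.016 for effector memory T cell (0.769), -0.032 for NK cell (0.854) and 0.025 for B cell genes (0.769). The mature neutrophil list had an FDR of 0.0764. Leaving out 1 mouse moved these medians. The median of retinoid response genes was 0.046 without tRA replicate 3, 0.051 without control replicate 4 and 0.13 without control replicate 2. For cDC1 genes it was -0.061 without tRA replicate 1 (FDR 0.788), -0.066 without control replicate 4 and -0.20 without tRA replicate 3 (FDR 0.000719). The extremes were -0.28 without tRA replicate 1 and 0.085 without tRA replicate 3 for mature neutrophil, -0.52 without tRA replicate 3 (FDR 0.000595) and 0.44 without control replicate 2 for erythroid, -0.18 without tRA replicate 2 and 0.027 without tRA replicate 1 for pDC, and -0.22 without tRA replicate 3 (FDR 0.00157) and 0.078 without control replicate 2 for red pulp macrophage and monocyte genes. They were -0.068 without tRA replicate 3 and 0.081 without tRA replicate 1 for effector memory T cell, -0.095 without control replicate 1 and 0.071 without control replicate 3 for NK cell, and -0.016 without control replicate 4 and 0.071 without control replicate 1 for B cell genes. The FDR was also under 0.05 for mature neutrophil genes without control replicate 1 (0.00746) and without tRA replicate 4 (5.47e-05), for erythroid genes without tRA replicate 4 (0.0244), for cDC1 genes without control replicate 1 (0.0252), control replicate 3 (0.00898) and tRA replicate 4 (0.0252), for pDC genes without control replicate 3 (0.0187) and tRA replicate 2 (0.0381), and for red pulp macrophage and monocyte genes without control replicate 4 (0.00740). With all 8 mice it was under 0.05 for cDC1 genes under the length and GC offset (0.0132), with the block and this offset (0.0321) and with no filter on low counts (0.0434), for mature neutrophil genes with no filter (0.0404), and with the neutrophil precursor covariate for red pulp macrophage and monocyte (0.0112) and effector memory T cell genes (0.0201). Over all alternatives it ranged from 5.47e-05 to 0.778 for mature neutrophil, from 0.000595 to 0.982 for erythroid, from 0.000719 to 0.788 for cDC1, from 0.0187 to 0.876 for pDC, from 0.00157 to 0.869 for red pulp macrophage and monocyte, from 0.0201 to 0.932 for effector memory T cell, from 0.105 to 0.982 for NK cell and from 0.0942 to 0.963 for B cell genes.

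For 12 genes of proteins that the paper discusses, Cd163 and Cd5 among them, and for 8 genes that it measured in the kidney, the groups overlapped for all 20 genes, and the lowest FDR was 0.757 and 0.838. At an unadjusted p under 0.05 there were 2 of the first and 0 of the second. Il31 had 1 count over all mice, so that no difference was detectable at this depth.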
